# Gene Expression Profiling in Cells with Enhanced γ-Secretase Activity

**DOI:** 10.1371/journal.pone.0006952

**Published:** 2009-09-18

**Authors:** Alexandra I. Magold, Matthias Cacquevel, Patrick C. Fraering

## Abstract

**Background:**

Processing by γ-secretase of many type-I membrane protein substrates triggers signaling cascades by releasing intracellular domains (ICDs) that, following nuclear translocation, modulate the transcription of different genes regulating a diverse array of cellular and biological processes. Because the list of γ-secretase substrates is growing quickly and this enzyme is a cancer and Alzheimer's disease therapeutic target, the mapping of γ-secretase activity susceptible gene transcription is important for sharpening our view of specific affected genes, molecular functions and biological pathways.

**Methodology/Principal Findings:**

To identify genes and molecular functions transcriptionally affected by γ-secretase activity, the cellular transcriptomes of Chinese hamster ovary (CHO) cells with enhanced and inhibited γ-secretase activity were analyzed and compared by cDNA microarray. The functional clustering by FatiGO of the 1,981 identified genes revealed over- and under-represented groups with multiple activities and functions. Single genes with the most pronounced transcriptional susceptibility to γ-secretase activity were evaluated by real-time PCR. Among the 21 validated genes, the strikingly decreased transcription of PTPRG and AMN1 and increased transcription of UPP1 potentially support data on cell cycle disturbances relevant to cancer, stem cell and neurodegenerative diseases' research. The mapping of interactions of proteins encoded by the validated genes exclusively relied on evidence-based data and revealed broad effects on Wnt pathway members, including WNT3A and DVL3. Intriguingly, the transcription of TERA, a gene of unknown function, is affected by γ-secretase activity and was significantly altered in the analyzed human Alzheimer's disease brain cortices.

**Conclusions/Significance:**

Investigating the effects of γ-secretase activity on gene transcription has revealed several affected clusters of molecular functions and, more specifically, 21 genes that hold significant potential for a better understanding of the biology of γ-secretase and its roles in cancer and Alzheimer's disease pathology.

## Introduction

γ-Secretase is an unconventional aspartyl protease (composed of PS1, NCT, Aph-1 and Pen2) with an intramembranous catalytic site that is typical of the class of intramembrane-cleaving proteases (I-CliPs) (for review, see [1], [2]). Via the processing of its substrates and freeing of their intracellular domains (ICDs), γ-secretase regulates a multitude of signaling pathways and biological processes by influencing gene transcription. This is exemplified by the processing of the Notch receptor and the Notch signaling pathway (for a review, see [3]). After specific ectodomain shedding via tumor necrosis factor α converting enzyme (TACE) (Fig. 1, step 1), Notch is further cleaved intramembraneously by γ-secretase (Fig. 1, step 2). The intracellular domain of Notch (NICD) is freed to enter the nucleus, where it interacts with the transcription factor CSL (Fig. 1, step 3). With help from the coactivator Mastermind, CSL is converted from a transcriptional repressor to a transcriptional activator. CSL as an activator leads to the expression of Notch target genes (Fig. 1, step 4), like the Hes or Hey family. Hes1, a transcriptional repressor, inhibits the transcription of NC3C1 (Fig. 1, step 5). Enhanced γ-secretase activity, through its cleavage of Notch, leads to increased transcription of specific genes (Fig. 1, step 4) that repress the expression of other genes (Fig. 1, step 6) to influence a multitude of biological processes. For example, the processing of Notch by γ-secretase is crucial for hepatoblast differentiation [4], epidermis and hair follicle differentiation [5], alveolar differentiation in mammary glands [6], maintenance of skin appendages [7], intestinal stem cell specification [8], induction of satellite cells after injury and maintenance [9] and neural specification of embryonic stem cells [10].

**Figure 1:**
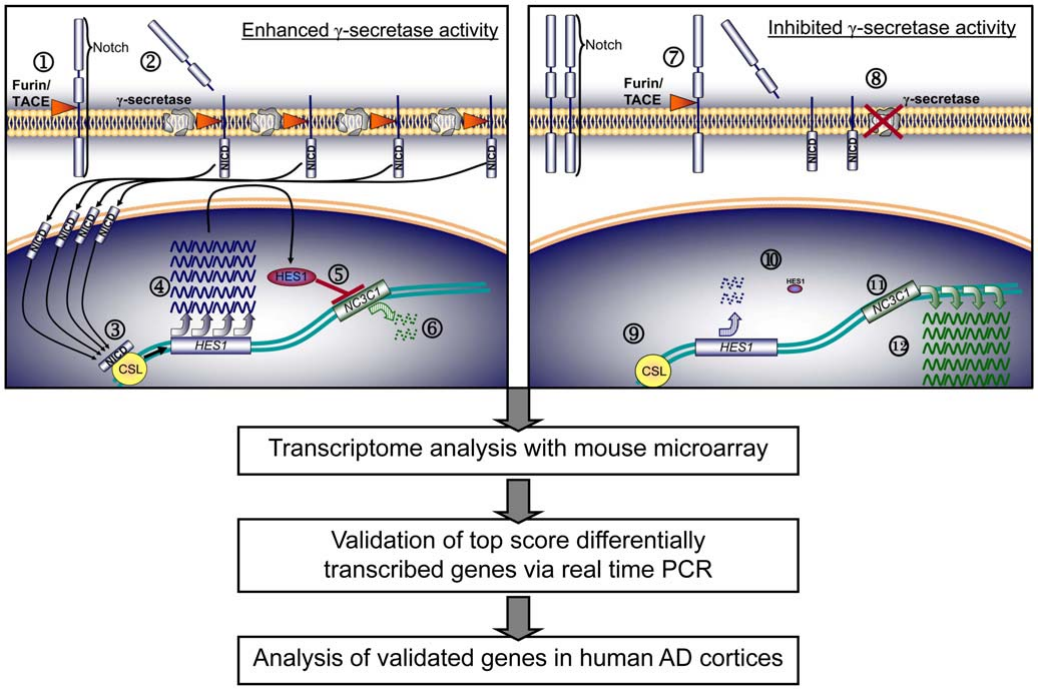
Microarray-based strategy for the identification of genes differentially transcribed in cells with enhanced γ-secretase activity. To identify genes whose transcription is affected by γ-secretase activity, two starkly contrasting conditions were analyzed by cDNA microarray: genetically engineered enhanced γ-secretase (left panel) and pharmacologically inhibited γ-secretase (right panel) in CHO cell lines. For a schematic depiction of the strategy, the Notch-1 receptor signaling pathway is used as an example. After processing by the Furin protease and when activated by binding to its ligands Notch-1 is cleaved at the S2 position by the TACE protease, generating a substrate for γ-secretase (1, 7). Under enhanced (left panel) or inhibited (right panel) γ-secretase activity, the cleavage of the substrate controls the release of the Notch intracellular domain (NICD) (2, 8). With enhanced γ-secretase, increased numbers of NICDs enter the nucleus and interact with CSL (3), leading to the transcription of target genes like Hes1 and Hey (4). The Hes1 transcription repressor inhibits transcription of target genes like NC3C1 (5), with the final consequence being reduced production of NC3C1 mRNA (6). Thus, enhancing γ-secretase leads simultaneously to gene-dependent increase (in the case of Hes/Hey) or decrease (in the case of NC3C1) of mRNA copy numbers. With inhibited γ-secretase, reduced numbers of NICDs (9) lead to the transcription of less Hes1/Hey (10), to reduced inhibition of target genes like NC3C1 (11) and consequently to increased production of NC3C1 mRNA (12). Inhibiting γ-secretase thus leads to gene-dependent decrease (in the case of Hes/Hey genes) or increase (in the case of NC3C1) of mRNA copy numbers. Following mouse cDNA microarray analysis of both transcriptomes, top scoring candidates were evaluated and validated by real time PCR and further analyzed for changes of transcript levels between healthy and AD human brain cortices.

The directions in which γ-secretase activity can up- and down-regulate gene transcription following its cleavage of a variety of substrates is further exemplified by the processing of Amyloid-β (Aβ) precursor protein (APP), one of the better-known γ-secretase substrates. The successive processing of APP by BACE1 and γ-secretase indeed leads to the production of Aβ peptides (a causative agent in the pathogenesis of Alzheimer's disease (AD)), and APP-intracellular domains (AICDs) which, following association with the adaptor protein Fe65 and nuclear translocation, are able to suppress the expression of the major Apolipoprotein ε (ApoE)/lipoprotein receptor LRP1 by binding directly to its promoter [11]. Thus, APP processing is also involved in the regulation of brain ApoE and cholesterol metabolism through LRP1 [11]. As ApoE4 is the major known genetic risk factor for late onset Alzheimer's disease (LOAD) and since AICD production depends on γ-secretase, the latter is implicated in the sporadic form as well. In contrast to LOAD, which correlates directly with age, early onset familial Alzheimer's disease (FAD) is genetic and is mainly caused by mutations in presenilin1 or presenilin2 (PSEN1 or PSEN2), leading to loss of physiological or gain of toxic functions. Murine specific loss of Psen1 in the forebrain has been shown to affect certain aspects of memory [12], [13]. However, it remains difficult to correlate the loss of four murine PSEN alleles with the mild single PSEN allele mutations in FAD [14], [15]. γ-Secretase is thus directly or indirectly implicated in the pathogenesis of both FAD and LOAD, making this protease an attractive therapeutic target for the prevention and/or treatment of AD. γ-Secretase inhibitors/modulators have indeed reached clinical phase III trials [16].

With an increasing number of reports about new γ-secretase substrates and the transcriptional effects of their ICDs being potentially implicated in the pathogenesis of AD or several types of cancer, we see a need for a basic overview of genes and molecular functions that are transcriptionally affected by γ-secretase activity.

## Results

### cDNA microarray analysis of genes differentially transcribed in cells with enhanced γ-secretase activity

In an effort to identify specific alterations of gene transcription as a result of γ-secretase activity, the transcriptomes of two CHO cell lines (biological triplicates were used in each case) with enhanced and inhibited γ-secretase activity were analyzed and compared (strategy depicted in Fig. 1–exemplified by Notch processing). 

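CHO is an established line of Chinese hamster ovary cells. S-1 cells, which carry constructs for γ-secretase subunits and were kept under selection drugs, were set against the parental CHO cells on 3 cDNA arrays hybridised in 2 colours. The parental cells were treated for 24 h with 10 µM DAPT in 0.05% DMSO and the S-1 cells with 0.05% DMSO alone. Each array took RNA of 1 S-1 culture and 1 DAPT-treated CHO culture from one of 3 independent experiments, so that every log2 ratio pairs the cultures of an experiment (n = 3 arrays throughout). S-1 RNA carried Cy3 on arrays 1 and 2 and Cy5 on array 3. The cell line, the constructs, the selection drugs and the inhibitor differed together between both sides of every array, and the ratios do not separate them.

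The array held PCR products of mouse cDNA clones at 17664 spots in 32 print-tip blocks. The authors normalised each array by print-tip group lowess without background subtraction and deposited 1 log2 ratio per spot and array, with no missing value. All 3 columns ran as S-1 over DAPT-treated CHO. Across the tested spots, which are not independent replicates, Pearson's r was 0.962 between arrays 1 and 2, 0.878 between arrays 1 and 3 and 0.892 between arrays 2 and 3. The ratios of the tested spots had an SD of 0.46 on array 1, 0.50 on array 2 and 0.53 on array 3. The FC printed by the paper was 2 times the linear ratio of the deposited values for each of its 2658 clones (relative tolerance 6e-06), so that its lowest FC of 2.472 stood for a ratio of 1.236. Folds given here are the linear ratios.

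At 23 positions repeated in every block, 736 spots without a gene name had ratios that followed the dye (r = 0.990 between arrays 1 and 2, r = −0.960 between arrays 1 and 3). They were taken as control spots and left out, a choice made after the values had been seen. The other 16928 spots were tested with limma against a log2 ratio of 0, with Benjamini-Hochberg adjustment and the paper's threshold of 0.005. Of them, 12563 had 1 gene name in the array's annotation, 412 had several and 3953 had none. The mean of all spots with the same single name gave values for 8146 genes. The 27 gene lists and the other choices of the tests were fixed before the deposited ratios were examined. The paper's tables, which hold calls from these arrays, had been seen by then. The list tests are therefore not independent of those calls. The letters that open the probe IDs of Datasets S1 and S2 (H, P and N) marked clone collections at fixed positions of the blocks, for 2523 of the 2524 clones paired by fold alone. By position there were 15360 H, 960 P and 128 N spots, and 480 spots lay where the Datasets list no clone (called unlisted here). In simulated arrays with 50 spots changed at each size, the test found 0 of 50 at a log2 ratio of 0.5, 21 of 50 at 1, 35 of 50 at 2 and 48 of 50 at 3, and called 0 unchanged spots. Far fewer spots were changed there than the 3080 that passed on the real arrays, and the adjustment is stricter when fewer change. The shares thus do not give the power here. Smaller changes passed, such as an H clone of Camta1 at −0.32 (adjusted p = 0.00469, limma). The number of arrays limits the precision.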

The S-1 cell line overexpresses the four components of γ-secretase (NCT, Aph1a, PS1 and Pen2) and was characterized by a marked increase in the level of PS1 heterodimers and an associated 8-fold increase in γ-secretase activity compared to untransfected controls [17]. The other cell line consisted of the original parental wild type CHO cells incubated with DAPT, a well-known γ-secretase inhibitor. We strategically chose those two conditions, overexpression of γ-secretase and inhibition of its activity, to amplify the activity-dependent effects on gene transcription levels (i.e., amplification of the signal from the cDNA microarray). To reduce potential effects due to changes in the protein levels of the γ-secretase subunits as opposed to changes in its activity that we are interested in, we used chemical inhibition (DAPT) of γ-secretase activity instead of gene silencing, which ultimately leads to changes in protein levels [18]. Biological functions have indeed been reported mainly for the γ-secretase subunit PS1, independently to the γ-secretase activity. However, because treatment of CHO cells with DAPT has been recently reported to exacerbate the secretion of exosomes [19], we cannot exclude at this stage that some detected genes may be exosome-related in response to the DAPT treatment. 

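Of 18 genes of exosomes and multivesicular bodies, 7 were lower in S-1 cells than in DAPT-treated CHO cells, 0 rose and 11 did not pass the test (9 fell when adjusted over the list alone). Mfge8, a secreted protein found on exosomes, had a log2 ratio of −0.79 ± 0.22 (SD, n = 3, adjusted p = 0.00215, limma). The tetraspanins Cd81, Cd82 and Cd9 followed at −0.56, −0.56 and −0.52. The list as a whole passed limma's camera test (adjusted p = 0.00125 over 27 lists, lower in S-1), but not with the correlation between its genes estimated from the arrays (adjusted p = 0.508 with an estimated correlation). The 7 genes that fell were measured by H clones alone.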

The gene transcription levels of the two cell lines were analyzed using a mouse cDNA microarray (Fig. 1 and Material and Methods) [20] because of the absence of a readily available DNA microarray based upon hamster gene sequences or cDNA clones. This lack has been noticed, and cross-species reactivity of a mouse microarray hybridized with CHO-derived samples has been investigated recently by De Leon Gatti et al. [21]. This group generated an EST-based CHO microarray and compared it with results from a mouse microarray and vice versa. They state that cross-species hybridization yielded 89.6% overlap in their arrays, non-contradicting results and led only to a decrease in sensitivity resulting in detection of fewer differentially expressed genes. Accordingly, we probably have not detected all differentially expressed genes, but we have detected a significant amount, including clusters of functional relevance. For example, Neprilysin, an Aβ-degrading enzyme of functional relevance to AD that has been previously shown to be transcriptionally downregulated in PSEN1/PSEN2 double knock out fibroblasts and to exhibit reduced activity under chemical (DAPT) inhibition of γ-secretase in mouse neurons [22], was not detected in the current study. Collectively, this supports the use of CHO cells with a mouse microarray. 

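Mme encodes neprilysin, and 2 H clones on the array carried its name. Neither passed the test. Their log2 ratios were 0.04 ± 0.05 (SD, n = 3, adjusted p = 0.551) and 0.14 ± 0.13 (adjusted p = 0.158, limma). With standard errors of 0.05 and 0.07, a change of this size could not be told from no change on 3 arrays.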

The microarray data set discussed in this publication has been deposited in the NCBI Gene Expression Omnibus (GEO, http://www.ncbi.nlm.nih.gov/geo/) and is accessible through GEO Series accession number GSE16379.

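The clones of Psenen and Aph1a, genes of transfected subunits, were higher in S-1 cells on all 3 arrays. Psenen, the gene of Pen2, had a log2 ratio of 3.09 ± 0.25 (SD, n = 3), a linear ratio of 8.53 (adjusted p = 1.17e-04, limma). Aph1a was at 2.02 ± 0.16, a ratio of 4.06 (adjusted p = 1.23e-04). Ncstn, the gene of NCT, was at 0.38 ± 0.25 with an adjusted p of 0.0352 and did not pass the threshold. Psen2, which was not transfected, was at −0.17 ± 0.08 (adjusted p = 0.0491). Each was measured by 1 H clone. Over Psenen, Aph1a, Ncstn and Psen2, camera gave an adjusted p of 0.13 (0.523 with an estimated correlation). Without array 2 this list passed, higher in S-1 cells (adjusted p = 0.0351). Ncstn passed with the dye as a coefficient of the fit (adjusted p = 8.46e-05).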

The mouse microarray consistently detected the four human γ-secretase subunits overexpressed in the S-1 cell line (Table 1). By applying a cut-off based on the false discovery rate (FDR, i.e., the probability to wrongly accept a difference between the two conditions) with a p value of 0.005, we found 2658 EST clones (1981 genes) to be differentially expressed, with 1241 EST clones of increased and 1417 EST clones of decreased transcription upon enhanced γ-secretase activity (Supplemental Material, Dataset S1 and Dataset S2).

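At the paper's threshold, 3080 of 16928 spots passed, 1638 higher and 1442 lower in S-1 cells. In gene values these were 1845 of 8146 genes, of which 1009 rose and 836 fell. Every spot that passed had the same sign on all 3 arrays. The largest rise in a gene value was that of Clcn5, a chloride/proton exchanger of endosomes, with a log2 ratio of 3.61 ± 0.31 (SD, n = 3, adjusted p = 1.36e-04, limma). The transfected Psenen came next. The other 8 of the 10 largest rises were all measured by unlisted spots, from 2.72 to 2.85. They were the receptors Grpr, Crhr2, Mc4r and Htr2c, the neuropeptide gene Hcrt, the plasma enzymes Lcat and Pon1, and Nos1. The largest falls were all on H clones, with 1 P clone beside an H clone for Fn1. Akr1c19, an aldo-keto reductase, was at −4.06 ± 0.12 (adjusted p = 1.32e-04). Serpinf1 was at −3.28, the integrin subunit gene Itgb5 at −3.10, adrenomedullin (Adm, 4 clones) at −2.64, Igfbp4 at −2.42, the mitophagy gene Bnip3 at −2.40, decorin (Dcn) at −2.13 and fibronectin (Fn1) at −2.11. Amn1 and Sinhcaf were also among the 10.

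The share of spots that passed differed by collection. Of the 15360 H spots, 1039 rose and 1309 fell, around a median log2 ratio of 0.00. Of the 960 P spots, 185 rose and 123 fell (median 0.03), and of the 128 N spots 36 rose and 6 fell (median 0.30). Of the 480 unlisted spots, 378 rose and 4 fell, and their median was lowest on array 1 (1.45) and highest on array 3 (1.61). Of the 463 spots that rose by more than 1 on the log2 scale, 75 were H clones, while 239 of the 276 that fell by more than 1 were H clones. Higher spots were 53.2% of those that passed, 46.7% without the unlisted spots and 44.3% among H clones tested alone. Of 20 pancreas and gut markers, 11 rose and 1 fell (11 and 1 adjusted over the list alone), led by Ins2 at 2.50 and Gast at 2.06.

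All 2658 clones of Datasets S1 and S2 were among the 3080. Of the other 422, 382 were unlisted spots. The count was 1186 with the control spots included and 6835 with the dye as a coefficient. Without array 1 the count was 1351, without array 2 it was 363 and without array 3, the dye swap, 6265. The last count may include dye effects, since S-1 RNA was in Cy3 on both arrays that remained.

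**Figure D1:**
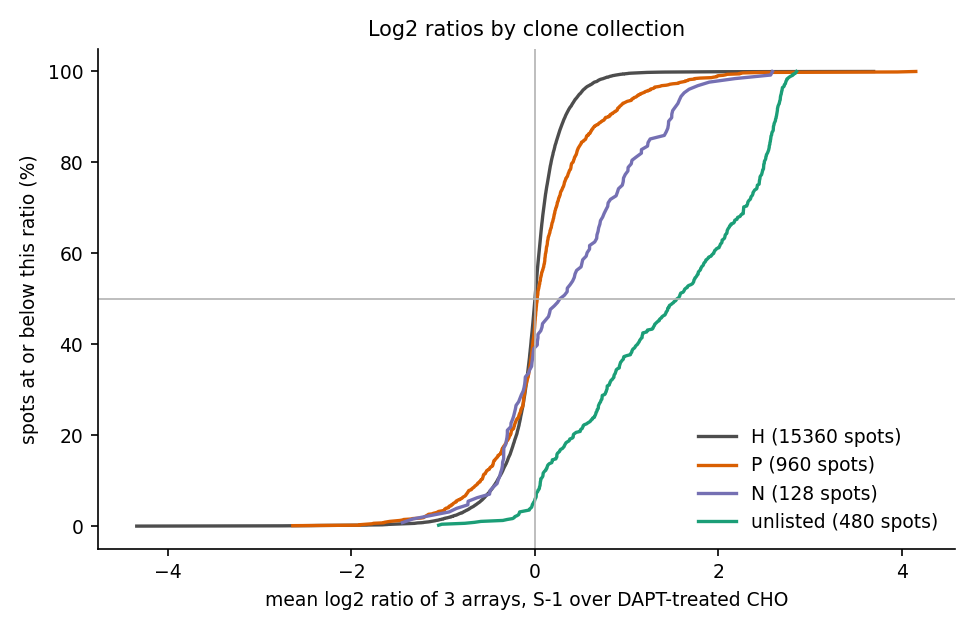
Cumulative share of spots (vertical axis, percent) at or below each mean log2 ratio of S-1 over DAPT-treated CHO (horizontal axis, mean of 3 arrays), one line per clone collection. The H and P lines cross 50% near 0 (medians 0.00 and 0.03), the N line at 0.30 and the line of the unlisted spots at 1.56.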

**Table 1:** Mouse microarray detection of γ-secretase components overexpressed in CHO cells with enhanced γ-secretase activity.

Gene	Protein	Probe ID	FC	adj.P.Val.
PSENEN	presenilin enhancer 2 homolog (Pen2)	H3153E12	17.1	2.01E-0.4
APH1A	anterior pharynx defective 1 homolog A (Aph1a)	H3009H07	8.1	2.29E-04
PSEN1	presenilin 1 (PS1)	H3150D02	4.3	5.07E-04
NCSTN	nicastrin (NCT)	H3012F08	2.6	3.48E-02

Gene and Protein names are displayed in first and second column from the left; Probe IDs, fold change (FC) and adjusted P Value (for false discovery rate) follow in columns 3, 4 and 5.

### Functional clustering of genes differentially transcribed in cells with enhanced γ-secretase

Mapping clusters of genes of GO functions transcriptionally susceptible to γ-secretase activity levels resulted in a GO hierarchy-dependent tree that will provide further orientation for γ-secretase research. Functional clustering of 2658 differentially expressed sequences (1981 genes, Supplemental Material, Dataset S3) was performed using the FatiGo tool [23]. Comparing the representation of functional groups of genes throughout the entire mouse genome with their representation within the group of differentially transcribed genes allowed us to see whether clusters of genes of a specific functional group were enriched in the differentially expressed set. Clusters of over- and underrepresented genes were detected (Fig. 2). The gene functions “transcription regulator activity”, “kinase regulator activity”, “catalytic activity” and “binding ” were found to be overrepresented among the 2658 sequences (1981 genes) that were differentially transcribed. 

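Members of these clusters went both ways, and the split differed from cluster to cluster. Dataset S3 groups only genes that the study called on these arrays, so the counts describe its clusters and are no independent evidence of their direction. Genes of translation and RNA were mostly higher in S-1 cells. Of 22 genes of translation initiation factor activity with a gene value, 18 rose and 2 fell, and of 79 genes of RNA binding 51 rose and 16 fell. Nucleic acid binding held 179 genes that rose and 106 that fell. Integrin binding held 11 genes with a value, of which 9 fell and 0 rose. In the transcription clusters, 17 of 40 activator genes rose and 15 fell, while 7 of 31 repressor genes rose and 14 fell. Kinase regulator activity had 5 genes that rose and 8 that fell. In the enzyme clusters, 22 ligases rose and 16 fell, 11 isomerases rose and 15 fell, 94 hydrolases rose and 110 fell, and 69 transferases rose and 90 fell. Ion binding (120 rose, 174 fell) and protein binding (254 rose, 307 fell) had more genes that fell. The counts are of genes past the threshold in limma's fit of gene values. Of the 30 clusters listed as overrepresented, 15 held more genes that rose and 15 more that fell. The differences between clusters were not tested.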

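Of the 6 underrepresented clusters of Dataset S3, 4 held more genes that rose and 1 more that fell, and many receptor genes that rose had no H clone among those that Datasets S1 and S2 list. In receptor activity, 51 of 130 genes with a gene value rose and 52 fell in S-1 cells. Of the 51 that rose, 32 had no listed H clone, though some had H clones that did not pass, such as Lrp2. In transmembrane receptor activity, 27 rose and 18 fell, and 21 of the 27 had no listed H clone. In ion transporter activity, 13 rose and 13 fell, and 1 of those that rose had no listed H clone. In neurotransmitter binding, both of the 2 genes with a value rose, and neither had a listed H clone. The genes of these clusters were chosen by the study on these arrays, and calls are from limma at the same threshold.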

The cluster of “molecular transducer activity”, through its subclusters in the GO hierarchy: “receptor activity” GO0004872, “transmembrane receptor activity” GO 0004888 and “neurotransmitter receptor activity” GO0030594, as well as the cluster of “transporter activity”, via its subcluster of “ion transporter activity” GO0015075, were underrepresented (Fig. 2, blue boxes). This is significant since neurotransmitter activity and transmembrane receptors are well within the focus of current AD research [24].

**Figure 2:**
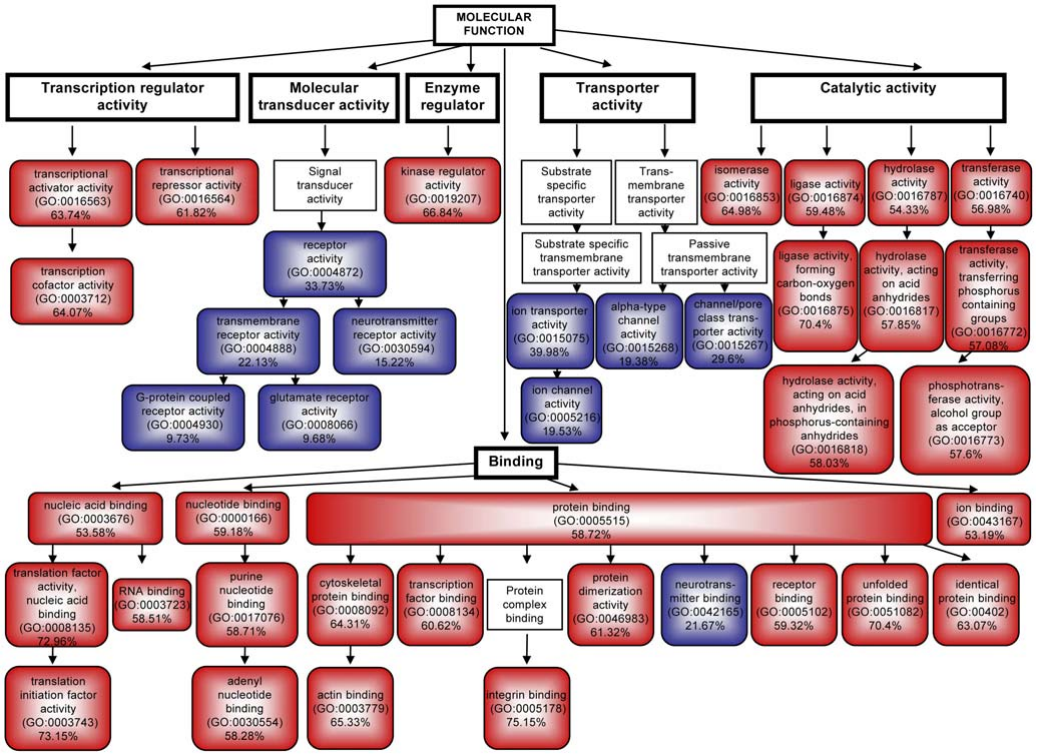
Functional clustering of differentially transcribed genes in cells with enhanced γ-secretase activity. Categories within the Molecular Function GO hierarchy that were over- and under- represented among the genes that were differentially transcribed in cells with enhanced γ-secretase activity. Red boxes display GO terms that were overrepresented; blue boxes indicate GO terms that were under-represented. Black boxes represent main molecular functional clusters and arrows point toward according subclusters. The clustering of 1981 differentially transcribed genes was performed with DAVID and the FatiGo tool [23].

Supporting our hypothesis that γ-secretase has a role in multiple transcriptional regulatory activities, the GO cluster of “transcription regulator activity” is overrepresented through both its subclusters “transcriptional activator activity” GO0016563 and “transcriptional repressor activity” GO 0016564 (Fig. 2, red boxes. Single member genes of each cluster are annotated in Supplemental Material Dataset S3). A well-described gene within the activator cluster is β-catenin (CTNNB1, FC = 3, p = 0.001), whereas an example of a gene in the cluster of “transcriptional repressor activity” is HES1. Hes1 (FC = 5.4, p = 7.69E-04) is a transcription factor that has previously been reported as a downstream target of the Notch signaling pathway [25] (Fig. 1). 

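Hes1 rose in S-1 cells, with a log2 ratio of 1.43 ± 0.25 (SD, n = 3), a linear ratio of 2.7 (adjusted p = 5.79e-04, limma). It was measured by a single N clone. Of 9 Notch target genes, 4 rose, 0 fell and 5 did not pass (4 rose when adjusted over the list alone). Hes5, measured by an N and a P clone, was at 0.85 and Gata3, measured by an H and a P clone, at 0.43. The list did not pass camera (adjusted p = 0.13). Of 25 components of the Notch pathway, 5 rose, 2 fell and 18 did not pass (5 and 2 over the list alone), with Dll1 at 1.39 and Dlk1 at 0.87 among those that rose, neither on an H clone (camera adjusted p = 0.466). The Dll1 call ended without the unlisted spots. Ctnnb1, which encodes β-catenin, fell, with a log2 ratio of −0.52 ± 0.04 and a linear ratio of 1.44 in favour of DAPT-treated CHO (adjusted p = 0.00114).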

Like the examples above, 56 other transcription-related genes were found to be differentially transcribed with enhanced γ-secretase activity (Supplemental Material, Dataset S4). 

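All 56 clones of Dataset S4, which carry 48 names, passed the threshold here. Of them, 31 were higher in S-1 cells and 25 lower. The largest rise was that of Tcf20, a transcriptional coregulator, with a linear ratio of 4.61 (SD of log2 ratios 0.18, n = 3, adjusted p = 1.23e-04, limma). Bclaf1 rose on 3 H clones, from 0.81 to 1.26. Subunits of the general transcription factor TFIIH (Gtf2h4 at 0.64) and of TFIIF (Gtf2f1 at 0.77 and 0.69) were also higher. The largest fall was that of Tcf21, a P clone, at −1.64 ± 0.29 (adjusted p = 5.57e-04). Stat3 fell on 2 H clones (−1.16 and −0.67), and the corepressor gene Sin3a on 2 H clones and 1 P clone, down to −0.91. Gtf3c1 went both ways, at 1.08 on a P clone and −0.63 on an H clone. By collection, 24 of the higher and 20 of the lower clones were H clones and the rest P clones. The study chose this list on these arrays, and the clones named here were picked for their size after the values were seen.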

Consistent with these findings, several known substrates of the enzyme were detected on the microarray as well (Table 2). This suggests a possible feedback mechanism by which the augmented processing of these substrates by γ-secretase might lead to their altered transcription. 

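Of the 9 clones that carry the substrates of Table 2, 4 rose and 5 fell in S-1 cells, and all passed the threshold. Lrp2 (P clone) was at 1.93 ± 0.35 (SD of log2 ratios, n = 3, adjusted p = 5.57e-04, limma), Jag2 (N clone) at 1.90 ± 0.70 (adjusted p = 0.00421), App (H clone) at 1.81 ± 0.39 (adjusted p = 9.16e-04) and Notch3 (N clone) at 1.41 ± 0.44 (adjusted p = 0.00264). App is marked in Table 2 as overexpressed in S-1 cells. Among those that fell, all on H clones, Lrp1 was at −1.32 ± 0.08 on the clone of Table 2 and at −1.81 on a further H clone, Aplp2 at −0.93 ± 0.25, Epha4 at −0.68 ± 0.23, Cd44 at −0.58 ± 0.07 and Cdh1 at −0.35 ± 0.05. Further clones of the same genes did not all follow. Both other App clones were at −0.07 and −0.25, the 3 H clones of Lrp2 between −0.15 and 0.08, and the second Aplp2 clone at −0.04, none past the threshold. Cdh1 had a P clone at 1.12 (adjusted p = 0.00595) against H clones at −0.52, which passed, and −0.06, which did not, and a P clone of Epha4 was at 0.19. The gene value of Lrp2 still passed, and those of App, Cdh1 (0.05, adjusted p = 0.564) and Epha4 (its P clone alone) did not. On H clones alone the value of Lrp2 was −0.05 and did not pass, and that of Cdh1 was −0.31 and did (adjusted p = 0.00368). Of 34 substrates, 6 rose, 7 fell and 21 did not pass (6 and 7 over the list alone). Vldlr, a lipoprotein receptor, was the lowest of these at −1.48 ± 0.13 over 3 H clones. Lrp1 is not in this list's values, since its clones carry 2 gene names. The median of the list was 0.02, its mean 0.01, and camera ranked it lower with an adjusted p of 0.705 (0.869 with an estimated correlation). The adjusted p was 0.0455, lower in S-1, with H clones alone. Of the 9 clones, 5 passed without array 1, 1 without array 2 and 9 without array 3, and 2 with the control spots included. Without array 3 the dye cannot be told from the S-1 effect.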

The overrepresentation of genes in the clusters of enzymatic activity, such as “kinase regulator activity” GO0019207 and “catalytic activity”, through four distinct GO subclusters (“isomerase activity” GO 0016853, “ligase activity” GO0016874, “hydrolase activity” GO0016787 and “transferase activity” GO 00167740–Fig. 2, red boxes), is broad in terms of the type of enzymatic activity and further shows the diversification of the downstream effects of enhanced γ-secretase activity.

**Table 2:** γ-Secretase substrates as reported for differential expression by microarray.

Gene	ProbeID	FC	adj.P.Val.
LRP2	P869	8	7.48E-04
JAG2	N734	7	4.30E-03
APP*	H3132G02	7	1.11E-03
NOTCH3	N732	5	2.78E-03
CDH1	H3050H02	−3	4.26E-03
CD44	H3012H07	−3	1.33E-03
EPHA4	H3122H01	−3	4.82E-03
APLP2	H3154H04	−4	2.22E-03
LRP1	H3105A05	−5	2.75E-04

Lrp2, Jag2, App, Notch, Cdh1, CD44, Aplp2 and Lrp1 are known γ-secretase substrates and were found to have altered gene expression with enhanced γ-secretase activity.

* overexpressed in S-1 cells.

The most complex cluster of molecular function that is overrepresented among the differentially transcribed genes identified in our microarray analysis is the GO function termed “Binding”. This cluster is overrepresented through six subclusters and several subclusters of these (Fig. 2, lower part). Consistent with transcription regulation, the binding subclusters of “nucleic acid binding” GO0003676 and “nucleotide binding” GO0000166 are overrepresented. The cluster of “ion binding” GO0043167 is overrepresented as well as the cluster of “protein binding” GO0005515. A consistently overrepresented subcluster of the latter is “cytoskeletal protein binding” GO0008092 (Fig. 2). 

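In the cluster of cytoskeletal protein binding, 36 of 65 genes with a gene value fell in S-1 cells and 16 rose, and in actin binding 27 of 47 fell and 11 rose. The study chose these members on the same arrays. In the list of 34 genes of actin filaments and intermediate filaments, 16 fell, 1 rose and 17 did not pass (17 fell and 1 rose adjusted over the list alone). Thymosin β4 (Tmsb4x), which binds actin monomers, was at −1.14 ± 0.08 (SD of log2 ratios, n = 3, adjusted p = 1.58e-04, limma). Arpc1b, a subunit gene of the actin-nucleating Arp complex, was at −1.05. Filamin A (Flna) was at −0.93 over H and P clones, and at −0.45 on its H clones alone. The 1 gene that rose was the tropomyosin Tpm4, at 0.39, named here after its value was seen. Camera placed the list lower in S-1 cells (adjusted p = 1.75e-05), but not with an estimated correlation (adjusted p = 0.508 with an estimated correlation). With H clones alone the adjusted p of the list was 1.32e-04.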

Cytoskeletal proteins have long been known to play a role in AD and Tauopathies. They are targets of the cell polarity Wnt pathway, and their dynamics have recently been shown to be affected by AICD [26].

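In receptor binding, 37 of 93 genes with a gene value rose in S-1 cells and 34 fell. Of the 37 that rose, 27 had no H clone listed in Datasets S1 and S2. The clones of the cluster's Wnt ligands that passed were P or N clones. Wnt9b was at 1.95 ± 0.14 (SD of log2 ratios, n = 3, adjusted p = 1.17e-04, limma), Wnt10a at a linear ratio of 2.84 (SD of log2 ratios 0.40, adjusted p = 0.00167), Wnt6 at 1.11 ± 0.39 (adjusted p = 0.00388) and Wnt7a at 0.97 ± 0.32 (adjusted p = 0.00342). An H clone of Wnt6 was at 0.02 (adjusted p = 0.831). Adam10, the α-secretase gene, fell on 1 H clone, at −0.86 ± 0.23 (adjusted p = 0.00222), and stood at −0.30 on the other, which did not pass (adjusted p = 0.0143). Jag2 was among the genes that rose and Ctnnb1 among those that fell. In Adam17, which encodes another α-secretase, 1 H clone rose (0.49), while another H clone was at −0.59 (adjusted p = 0.00539) and a P clone at −0.20.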

“Receptor binding” GO0005102 also includes the Notch ligand and known γ-secretase substrate Jagged 2 [27], [28], as well as the α-secretase ADAM 10 [29], four members of the Wnt family (Wnt6, 7a, 9b and 10a) and, the aforementioned β-catenin. Indeed, the translocation of β-catenin is mediated by ADAM 10, which is of the same functional cluster [30].

By clustering transcriptionally affected genes, we demonstrate that neurotransmitter, transcription regulator and enzymatic activities, transmembrane receptor and cytoskeletal proteins functional groups are affected by γ-secretase activity in their mRNA copy numbers.

### Validation of differential gene transcription by quantitative real-time PCR

For specific analysis of single genes, the fifty most prominently transcriptionally altered genes were evaluated by real time PCR. Mouse code based primers worked reproducibly and specifically for 35 genes. Among them, 21 genes were found to be differentially transcribed with enhanced γ-secretase activity (Fig. 3 upper panel, annotations lower panel). The highest increase in transcription levels was detected for UPP1, a gene encoding an enzyme (Uridine phosphorylase, UPase) directly implicated in the processing of uridine. UPP1 was confirmed by real time PCR to have a 39.2-fold increase in transcription levels (Fig. 3 upper panel). Uridine is a strong sleep-promoter and is crucial for RNA, DNA and membrane biosynthesis [31]. Because of the latter, a lack of uridine (caused by increased UPase) would thus first damage cells with a large membrane to cytoplasm ratio, one of the most extreme ratios being found in neurons due to their axon and dendrite structure [32]. Interestingly oral administration of uridine has improved AD phenotypes [33], [34]. The protein Upp1 also interacts with Vimentin [35], the distribution of which is characteristically altered in FAD fibroblasts [36].

**Figure 3:**
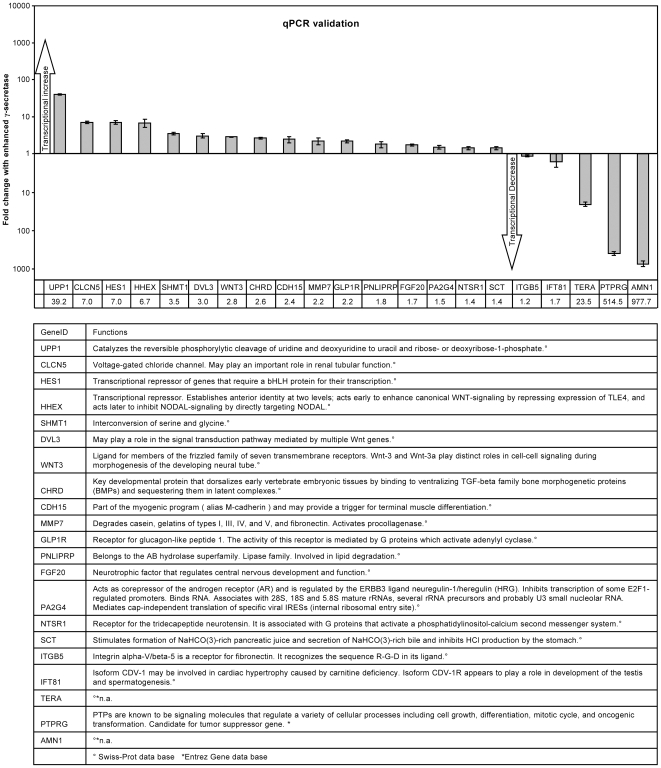
Real time PCR validation of differentially transcribed genes in cells with enhanced γ-secretase activity. Fifty of the top scoring genes identified by microarray analysis to be differentially transcribed with enhanced γ-secretase activity were analyzed by real time PCR with primers based on mouse gene sequences. These primers showed specific and reproducible amplification for 35 genes and a total of 21 genes were validated to be differentially transcribed with enhanced γ-secretase activity. Relative quantification is expressed as fold change of transcript levels compared to inhibited γ-secretase conditions. Fold difference is displayed on the Y-axis and in table below X-axis. Error bars reflect standard deviations of biological triplicates.

The Notch-dependent transcriptional repressor Hes1 was also confirmed by real time PCR with a 7-fold increase in mRNA levels under enhanced γ-secretase activity (Fig. 3).

Importantly, we found several key players of the three Wnt pathways to be transcriptionally altered in response to enhanced γ-secretase. 

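Wnt ligands, their receptors and secreted antagonists went both ways. Of 34 such genes, 10 rose, 6 fell and 18 did not pass the test (15 rose and 6 fell when adjusted over the list alone). Besides the ligands Wnt6, Wnt7a, Wnt9b and Wnt10a, Wnt10b was at 1.34 ± 0.38 and Wnt1 at 1.24 ± 0.35 (SD of log2 ratios, n = 3), each as the mean of an N clone and an unlisted spot. Without the unlisted spots both stood near 0, at −0.0107 and −0.0212, and neither passed. Wnt3a did not pass, at 1.05 ± 0.44 on an N clone (adjusted p = 0.00676) and 0.06 ± 0.03 on an H clone (adjusted p = 0.379, limma). The N clone passed in several alternatives, among them the fit with the dye as a coefficient. Camera gave the list an adjusted p of 0.202 (higher), and 0.531 (lower) over the 11 genes with an H clone.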

We confirmed one of these, Wnt3a, to be increased by 2.8-fold in S-1 cells (Fig. 3). Aoyama et al. have reported that Wnt3a can influence Notch protein levels and increase Notch1 activation [37], which increases the effect of enhanced γ-secretase even further through substrate enhancement. Thus, enhanced γ-secretase activity may lead to increased WNT3A transcription, which in turn can increase the protein levels of the NICD-carrying γ-secretase substrate. This proposed enhancement of the canonical Wnt pathway is further supported by the recent observation that β-catenin (the central protein that also ties PS1 to the pathway) modulates the level and transcriptional activity of Notch1/NICD through their direct interaction [38]. Several proteins, including Frizzled and Disheveled (Dvl), relay the Wnt signal along the canonical pathway between Wnt and β-catenin. 

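Of the Frizzled genes whose gene value passed the threshold, Fzd1 rose in S-1 cells, while Fzd5, Fzd7 and Fzd4 fell. Fzd5 was at −0.82 ± 0.19 (SD of log2 ratios, n = 3, adjusted p = 0.00164, limma) and Fzd7 at −0.57 ± 0.17 (adjusted p = 0.00366), both on P clones. An H clone of Fzd7 was at −0.40 (adjusted p = 0.0115). Fzd4 was at −0.45 ± 0.14 (adjusted p = 0.00486). Fzd3, with 5 clones, was at 0.03 (adjusted p = 0.688) and Fzd6 at 0.14 (adjusted p = 0.244), and these 3 members were named after their values were seen. Among the Dishevelled genes, Dvl3 rose on an N clone at 1.68 ± 0.34 (adjusted p = 7.72e-04) and on an unlisted spot at 1.72 ± 0.16 (adjusted p = 1.40e-04), and no H clone carried it. Dvl1 was at −0.41 ± 0.18 (adjusted p = 0.0119) and Dvl2 at −0.22 ± 0.25 (adjusted p = 0.146), both on N clones, and neither passed. The unlisted Dvl3 spot no longer passed once each collection was centred on its own median.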

We found that they both show increased gene transcription in our microarray analysis. DVL3 was confirmed by qPCR to increase in mRNA copy numbers by 3-fold (Fig. 3). 

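Procr, which encodes the protein C receptor, rose in S-1 cells on an H clone, at 1.69 ± 0.22 (SD of log2 ratios, n = 3, adjusted p = 2.57e-04, limma). The Dickkopf genes, secreted Wnt antagonists, were divided. Dkk1 rose on a P clone, at 0.74 ± 0.14 (adjusted p = 0.00119), while an H clone was at 0.16 (adjusted p = 0.0559). Dkk2 fell on a P clone (−0.63), and Dkk3 fell on both an H clone (−0.88) and a P clone (−0.85). None of the 3 Lrp6 clones passed, with log2 ratios from −0.18 to 0.06, and no spot carried the name Lrp5 alone. Axin1, a scaffold of the β-catenin destruction complex, fell on 1 H clone (−0.39, adjusted p = 0.0032), and its other clones were at −0.17 and 0.06. Of 45 genes of the canonical pathway inside the cell, 4 rose, 5 fell and 36 did not pass (4 and 5 over the list alone). Ppard, on an unlisted spot, had a linear ratio of 3.26, and Chd8, on 2 H clones, a log2 ratio of −0.74. The Ppard call ended with each collection centred. The mean of the list was 0.01, its median −0.09, and camera gave an adjusted p of 0.371 (lower).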

Taken together with the microarray data showing differential transcription of PROC, DKK, LRP5/6, GBP, AXIN, β-catenin, C-JUN and CYC D (all part of the canonical Wnt pathway–for further details see ‘Discussion’), our data suggest a strong transcriptional effect on this pathway by γ-secretase activity and resulting alterations in gene expression. CYC D has also been reported to be downregulated by Protein tyrosine phosphatase receptor type G (PTPRG) [39]. We confirmed by real time PCR that PTPRG transcript level is reduced by 515-fold (Fig. 3). AMN1 (levels down 978-fold) has also been connected with cell cycle regulation in yeast, but its role in mammals is not well known. TERA, a gene of unknown function (levels down 24-fold), has also been associated with Wnt antagonism (see Fig. 3 and results of human cortex analysis). β-actin served as housekeeping gene.

### Protein interaction data suggest Wnt pathways as a major target of γ-secretase susceptible gene transcription

In order to see whether γ-secretase affects the transcription of genes encoding interacting proteins, an interaction map of encoded proteins was generated with the string 8.0 data bank exclusively relying on evidence-based data. Clusters of protein interactions suggest the Wnt signaling pathways as a major focus of γ-secretase-affected candidates (Fig. 4, highlighted in grey). Indeed, we found several members of the canonical Wnt pathway, but also some interactors of the planar cell polarity (PCP) pathway and the Wnt/Ca2+ pathway, to have γ-secretase activity susceptible gene transcription (Fig. 4). Some of these genes have been confirmed by real time PCR as well as DIGE experiments (Egger et al., *unpublished*). 

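The 32 clones of Datasets S1 and S2 that carry 29 genes taken from the paper as Wnt pathway genes are plotted array by array. Gbp2, which encodes an interferon-induced GTPase, was not counted among them. Those on H clones mostly fell in S-1 cells and those on P and N clones mostly rose. Of 15 H clones, 2 rose and 13 fell, and of 17 P and N clones, 11 rose and 6 fell (Fisher's exact test, 2-sided p = 0.00457, over clones that the study chose on these arrays and that are not independent, a test chosen after the values were seen). Among all spots past the threshold, 44.3% of H, 60.1% of P and 85.7% of N clones were higher. The collections thus differ across the array, and the test cannot show a split particular to Wnt genes. The ligands, Fzd1, Dvl3, Nkd1, Nkd2 and Plcb1 rose on P or N clones, and Procr and Mycbp on H clones. Procr, which encodes the protein C receptor, was kept in the count, since the paper names PROC as part of the canonical pathway. The split of the H clones and its p-value rest partly on it. Axin1, Ctnnb1, Csnk2a2, Jun, Rac1, Rhoa, Mapk8, Camk2g and Capn2 fell on H clones, and the cyclin D genes on H clones and, for Ccnd1, an N clone as well. Of the other 4 Csnk2a2 clones, at −0.13 to 0.18, none passed. None of the 3 gene lists of Wnt pathways or the list of Wnt ligands and receptors passed camera, which compares a list with all other genes. From these members and the interactions of the encoded proteins (Fig. 4), the paper proposes that the Wnt pathways are a main focus of genes affected by γ-secretase activity.

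**Figure D2:**
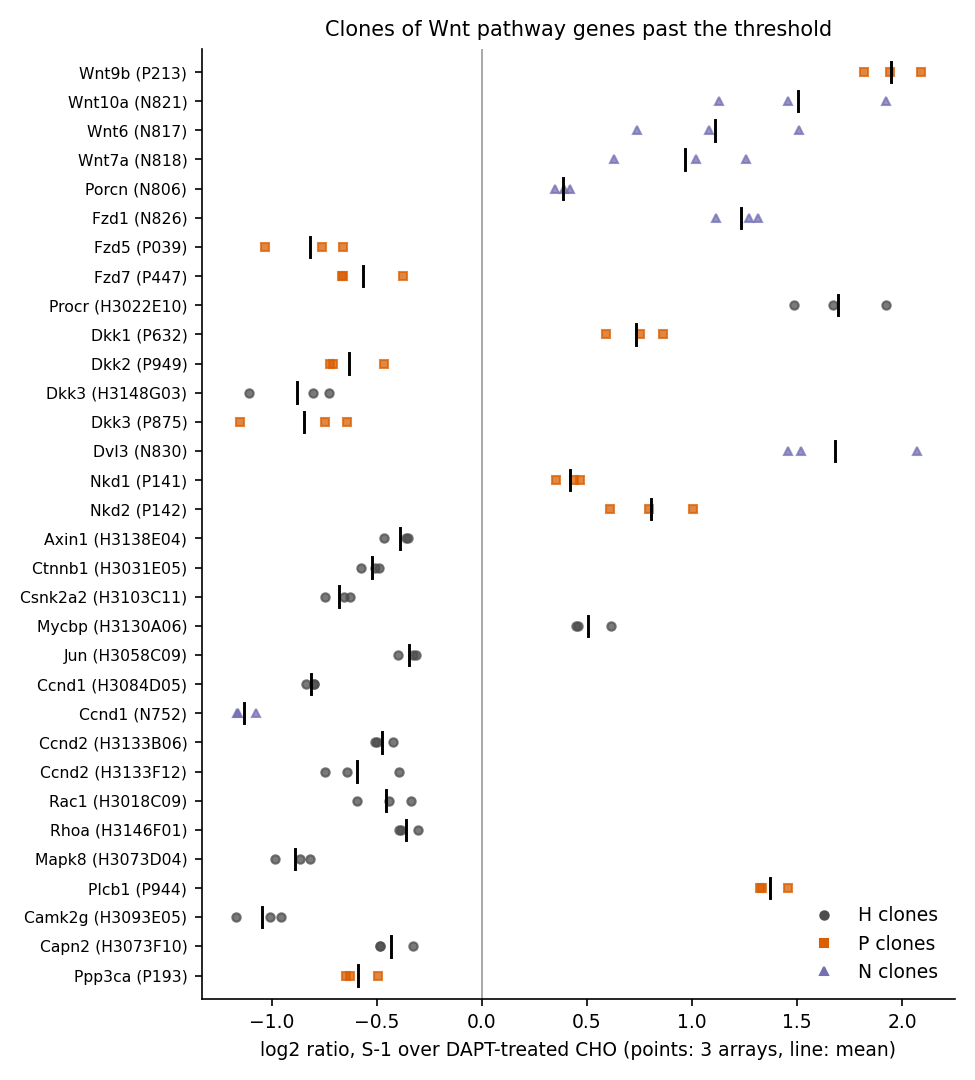
Log2 ratio of S-1 over DAPT-treated CHO (horizontal axis) for each clone past the threshold (vertical axis, gene and probe ID). Points are the 3 arrays and the black line their mean, with circles for H, squares for P and triangles for N clones. Of the 15 H clones 13 lie below 0, and of the 17 P and N clones 11 lie above 0.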

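One H clone of Ptprg, a receptor-type tyrosine phosphatase, was at a log2 ratio of −3.63 ± 0.06 (SD, n = 3), a linear ratio of 12.3 in favour of DAPT-treated CHO (adjusted p = 5.99e-05, limma). Both further H clones of Ptprg were at 0.02 (adjusted p = 0.776) and 0.24 (adjusted p = 0.0158) and did not pass. Lower still were the Tera clone H3024C06, at −4.34 ± 0.31 (adjusted p = 1.17e-04), and that of Akr1c19. A second Tera clone was at −2.50 ± 0.29 (adjusted p = 1.63e-04). The current annotation gives both Tera clones the name Sinhcaf, and a further clone of that name, not among the paper's, was at −0.03 (adjusted p = 0.706). Amn1 had 1 H clone, at −3.62 ± 0.13 (adjusted p = 9.78e-05).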

The largest decrease in gene transcription occurred for the gene encoding the protein Ptprg. This single-pass type I membrane protein dephosphorylates protein tyrosine phosphate and was recently suggested as a candidate tumor suppressor gene in nasopharyngeal carcinoma [39]. The same group reported functional evidence for a critical interaction of Ptprg with the extracellular matrix, which induces cell arrest, changes in cell cycle status and downregulation of cyclin D1 [39]. The latter is strongly affected by the canonical Wnt pathway. Ptprzeta and beta, structurally similar to Ptprg, interact with Psd95 [40], which directly interacts with Wnt3a [41]. We could confirm that WNT3A transcripts show an increase of 2.8-fold (Fig. 3). Further, Wnt3a has also been reported to interact directly with LRP1 (Fig. 4, lower right), a stimulator of the Wnt5a signaling pathway [42] and a known γ-secretase substrate tying γ-secretase to a major AD risk factor, ApoE [43]. Porcn, another protein that interacts with Wnt3a [44], shows a three-fold increase in transcript level by the microarray experiment. Porcn also interacts with Wnt 6 (4-fold increase in microarray) as reported by the same group and is the first player of the canonical Wnt pathway as displayed by the Kegg database (mmu04310, http://www.genome.jp/dbget-bin/show_pathway?mmu04310). Wnt3a interacts with Frizzled 1 [45], which showed a 5-fold increase in mRNA levels by our microarray. 

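On the array, Porcn, which encodes an enzyme that acylates Wnt proteins, rose by a log2 ratio of 0.39 ± 0.04 (SD, n = 3, adjusted p = 0.00264, limma), a linear ratio of 1.31. Fzd1 rose by 1.24 ± 0.11, a linear ratio of 2.35 (adjusted p = 1.80e-04), and Wnt6 had a linear ratio of 2.16. All of these clones were N clones, and with its H clone the gene value of Wnt6 was 0.56 (adjusted p = 0.00317). The median of the 128 N spots was 0.03, 0.33 and 0.54 on arrays 1, 2 and 3. Once each collection was centred on its own median, Porcn no longer passed and Fzd1 still did.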

Following the canonical Wnt pathway, the first intracellular protein of the Wnt signaling cascade is “Disheveled”. As confirmed by real time PCR, DVL3 mRNA is increased by 3-fold with enhanced γ-secretase activity. Next, with the help of Gbp (microarray reports a 4-fold increase of Gbp2), Gsk-3β is inhibited, which in turn inhibits β-catenin. 

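Gbp2 rose on a P clone, at 0.93 ± 0.19 (SD of log2 ratios, n = 3), a linear ratio of 1.9 (adjusted p = 0.00114, limma). Gsk3b was measured by 3 clones. Both H clones did not pass, at −0.08 ± 0.16 (adjusted p = 0.45) and 0.21 ± 0.11 (adjusted p = 0.0421). The other, an unlisted spot, rose at 0.86 ± 0.24 (adjusted p = 0.00223), but was at −0.69 (adjusted p = 0.00778) once each collection was centred on its own median.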

As made apparent by the graphical overview of interacting proteins encoded by genes we found to be transcriptionally susceptible to γ-secretase activity, β-catenin plays a central role, linking different proteins involved in different Wnt pathways (Fig. 4). Furthermore, β-catenin has been found to function as a major node connecting PS1 and several proteins that are encoded by genes that we found to be differentially transcribed (Fig. 4). β-catenin transcription was shown by the microarray to be 3-fold decreased. It interacts directly with cdh15 (which showed a 2.4-fold increase in transcript levels as confirmed by real time PCR, Fig. 3), with Cdh1 (a known γ-secretase substrate [46]), with PS1 (the γ-secretase catalytic subunit) and other proteins encoded by candidate genes reported by the microarray. In the context of the canonical Wnt pathway, β-catenin affects c-myc (CMYBP 3-fold increased on the microarray), c-jun (3-fold decreased on the microarray) and cyclin D (4-fold decreased on the microarray) - the latter, as mentioned, is also downregulated by Ptprg. 

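Mycbp, which encodes a c-Myc binding protein, rose on 2 of 3 H clones, at 0.51 ± 0.09 (SD of log2 ratios, n = 3, adjusted p = 0.00209, limma) and 0.31 ± 0.02 (adjusted p = 0.00498). The other was at 0.15 (adjusted p = 0.0783). The call of the second ended with each array centred on its median. Jun fell, at −0.35 ± 0.04, a linear ratio of 1.27 in favour of DAPT-treated CHO (adjusted p = 0.00392). Cyclin D1 (Ccnd1) fell on an N clone at −1.13 ± 0.05 (adjusted p = 1.40e-04) and on an H clone at −0.81 ± 0.02 (adjusted p = 2.64e-04). Cyclin D2 (Ccnd2) fell on 2 of 6 H clones, at −0.59 and −0.48, and its other 5 clones, which did not pass, ranged from −0.41 to 0.56.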

Dvl3 however also interacts with other proteins encoded by candidate genes, among which Nkd1 is of special interest since it links the canonical with the planar cell polarity pathway where it has a different effect on Dvl. The Planar cell polarity pathway through several players, among them Rac (3-fold decreased on the microarray) affects gene transcription, as we hypothesize for γ-secretase activity changes. Through a chain of different mediators, the planar cell polarity Wnt pathway affects the cytoskeleton. Our microarray has reported some of these mediators to be differentially transcribed as γ-secretase activity is enhanced; RhoA transcript levels for example are 3-fold decreased. Rock, which is known to directly interact with the γ-secretase substrate CD44 (CD44/Rho Family GTPase/ROCK2) [47], [48], is transcriptionally affected too. 

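Rac1 fell on 1 H clone, at −0.46 ± 0.13 (SD of log2 ratios, n = 3, adjusted p = 0.0046, limma), and was at −0.18 on another (adjusted p = 0.0272). Rhoa, a GTPase of actin dynamics, fell on 1 of 5 clones, at −0.36 ± 0.05 (adjusted p = 0.00364). The other 4 were between −0.33 and −0.04 and did not pass. None of 4 Rock1 clones passed, with log2 ratios from 0.00 to 0.21. The highest of them passed only without array 3, where the dye cannot be told from the S-1 effect. Mapk8, the gene of a Jun kinase, fell on an H clone (−0.89 ± 0.09, adjusted p = 3.60e-04) and rose on an unlisted spot (1.46 ± 0.25, adjusted p = 5.30e-04), and a second H clone, at −0.15, did not pass. With each collection centred, that spot was at −0.0892. Nkd1 and Nkd2, on P clones, rose at 0.42 and 0.80, while an H clone of Nkd2 was at −0.20 (adjusted p = 0.107). Of 12 genes of the planar cell polarity pathway, 1 rose, 0 fell and 11 did not pass (1 and 0 over the list alone). The gene that rose was Mapk9 (0.78), whose H clone alone was at −0.02. With H clones alone the Mapk8 value went from 0.14 to −0.52 and passed as lower (adjusted p = 0.00237). Camera gave the list an adjusted p of 0.997, and 0.273 (lower) with H clones alone.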

Our top candidate UPP1 has only one interaction partner that was also reported to be differentially expressed by the microarray, the cytoskeleton protein vimentin (Vim) [35]. 

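Upp1 rose to a log2 ratio of 2.30 ± 0.05 (SD, n = 3) on an H clone, a linear ratio of 4.94 (adjusted p = 1.17e-04, limma). Vimentin fell on both of its clones, at −1.09 ± 0.12 on a P clone (adjusted p = 3.12e-04) and −0.99 ± 0.07 on an H clone (adjusted p = 2.23e-04).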

Vimentin itself is not new to AD research, as altered Vim distribution patterns were observed in FAD fibroblasts [36]. Also, UPP1 transcription is regulated by the transcription factor Oct3/4, as is the transcription of another candidate, called SPP1 [49]. 

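The clone listed as Spp1, an H clone that has no gene name in the current annotation, fell to a log2 ratio of −2.83 ± 0.21 (SD, n = 3), a linear ratio of 7.13 in favour of DAPT-treated CHO (adjusted p = 1.17e-04, limma). Spp1 encodes osteopontin, a secreted ligand of integrins and of CD44.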

Spp1 is a direct interaction partner of the aforementioned γ-secretase substrate CD44 and strongly affects Ca^2+^ levels [50]. It directly interacts with several proteins encoded by candidate genes, including PKCA, which itself directly interacts with Aplp2, a well-known γ-secretase substrate, and Csnk2b, which directly interacts with β-catenin, thus closing the circle. Csnk2b also directly interacts with Shmt1, which has enhanced transcription of 3.5-fold (Fig. 3), and has been further confirmed in DIGE experiments (Egger et al., *unpublished*). The third Wnt pathway mentioned is the Wnt/Ca^2+^ pathway which includes, among others, Plc (Plcb1 5-fold increase on the microarray), CaMKII (4-fold decrease on the microarray) and Calpain (3-fold decrease on the microarray).

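Plcb1, a phospholipase C gene, rose on a P clone, at 1.37 ± 0.07 (SD of log2 ratios, n = 3), a linear ratio of 2.59 (adjusted p = 1.25e-04, limma). Camk2g, a subunit gene of CaMKII, fell on 1 H clone, at −1.05 ± 0.11 (adjusted p = 3.02e-04), and was at 0.04 on another (adjusted p = 0.616). The calpain gene Capn2 fell, at −0.43 ± 0.09 (adjusted p = 0.00335). Ppp3ca, the catalytic subunit gene of calcineurin, fell on a P clone (−0.59), and its H clones, which did not pass, were at −0.57 and −0.03. Of 14 genes of the Wnt/Ca2+ pathway, 1 rose, 2 fell and 11 did not pass (1 and 4 over the list alone). Camera gave an adjusted p of 0.35 (lower in S-1 cells).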

**Figure 4:**
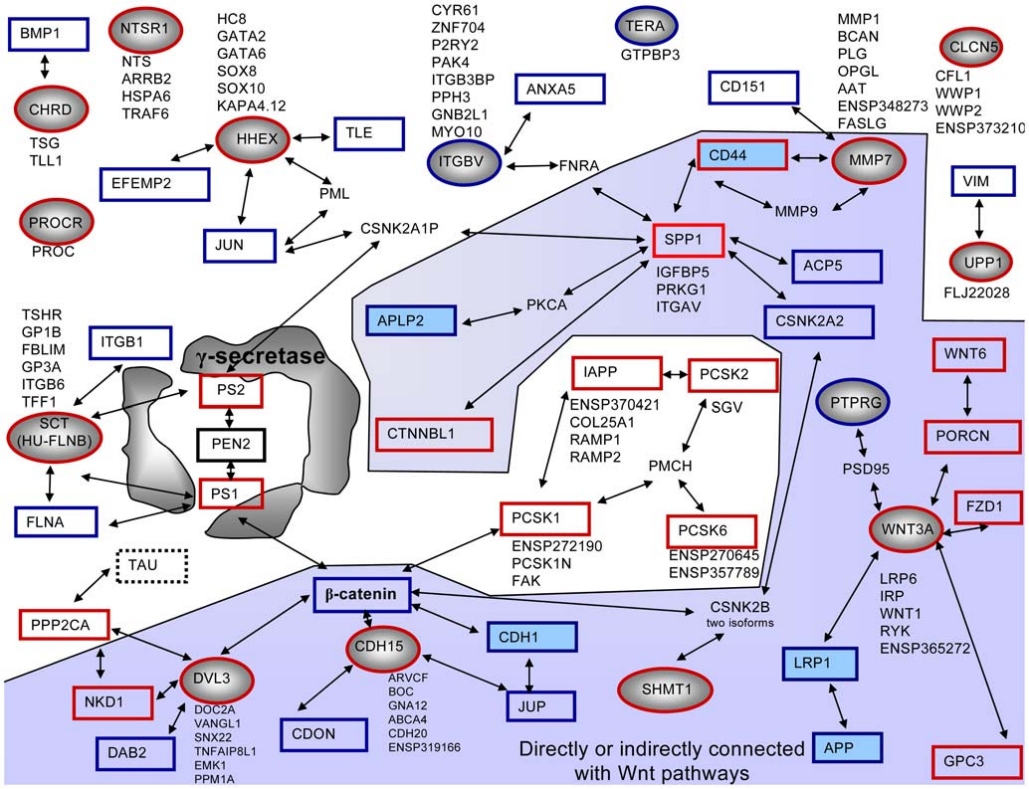
Protein-protein interaction network of proteins encoded by genes differentially transcribed in cells with enhanced γ-secretase activity. All interaction partners as reported by experiment based evidence in the string 8.0 database are shown in black and indicated by two headed arrows. Proteins encoded by PCR-validated genes are represented in circles (blue circles for genes of decreased transcription, red circles for genes of increased transcription). Interaction partners encoded by genes identified in our microarray, but having not yet been validated are displayed in quadrangles (blue quadrangles for genes of decreased transcription, red quadrangles for genes of increased transcription). Proteins with blue background are known γ-secretase substrates. The central grey box indicates γ-secretase subunits. Proteins acting directly or indirectly on, or interacting with Wnt pathways are highlighted by a light purple background figure.

Our mapping of genes differentially transcribed with γ-secretase activity shows that they encode proteins that directly interact with each other, with many of them being members of Wnt pathways.

### TERA gene transcription is significantly altered in Alzheimer's disease cortices

Our modeling of extreme levels of γ-secretase activity in CHO cells has revealed γ-secretase-dependent differences in transcript levels of specific genes. One of the major known risk factors for developing Alzheimer's disease is carrying the ApoE4 allele. Recently it was shown that ApoE through LRP1 regulation is connected with γ-secretase [43], which supports the hypothesis of a potential role of γ-secretase in sporadic AD. γ-Secretase is also directly implicated in the inheritable familial early onset forms of AD (FAD), as most cases are caused by mutations in PSEN1, the gene encoding for PS1, the catalytic center of this enzyme.

To investigate whether changes in gene transcription that coincide with alterations of γ-secretase activity levels also differ between sporadic Alzheimer's and healthy human brain tissue, we evaluated our top scoring γ-secretase affected genes in human AD and healthy cortices. Based on β-actin as housekeeping gene, we found one γ-secretase affected gene, TERA, to be significantly differentially transcribed in the AD brain relative to the normal brain. Real-time PCR results showed an average two-fold increased TERA transcript levels (P2 = 0.04) in human AD cortices compared to healthy controls (Fig. 5).

**Figure 5:**
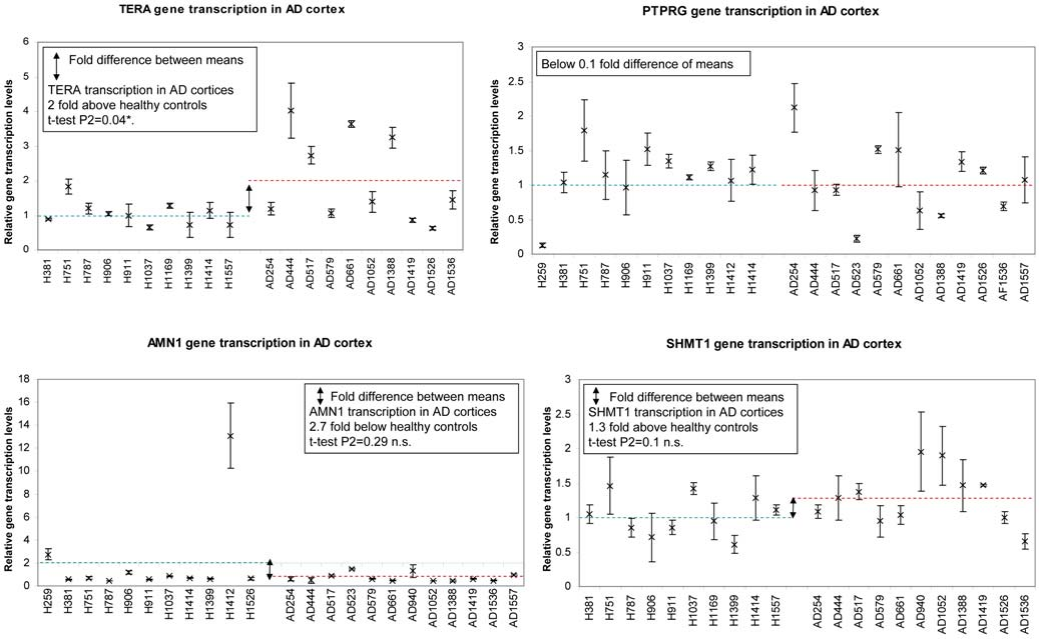
Selected relative gene transcript levels in AD cortices. Real time PCR validated genes differentially transcribed in cells with enhanced γ-secretase activity were selected and their gene transcript levels analyzed in ten to twelve AD and healthy human cortical brain tissue samples. Only the transcript levels of TERA, a gene of unknown function, is significantly altered with a two-fold increase in AD cortices. Note that TERA transcript levels were significantly reduced in cells with enhanced γ-secretase activity (Fig. 3). Relative quantification of gene transcription in CHO cells as well as in brain tissue used β-actin as housekeeping gene. Healthy control levels are displayed on the left part of each diagram, AD transcript levels on the right. Dashed lines indicate mean values for healthy controls (green) and AD cases (red). Double-headed arrows indicate tendencies of differences between groups. P2 values obtained from t-test are indicated in black boxes of the upper part of each diagram.

Altogether, the Wnt antagonism gene TERA represents a new candidate for differential expression with γ-secretase activity as well as in AD brain cortex tissue. Whether it is implicated in the pathogenesis of AD requires further investigation.

## Discussion

Since the discovery of the roles for NICDs and AICDs in gene transcription, the notion of γ-secretase as a major player in pathologically altered gene transcription patterns has been steadily gaining ground with new substrates and their transcriptionally active ICDs being identified regularly. To investigate the impact of γ-secretase activity on gene transcription, we compared two starkly contrasting situations: genetically engineered enhanced human γ-secretase activity and pharmacologically inhibited γ-secretase activity in CHO cell lines. By investigating the effects of enhanced γ-secretase activity on gene transcription using cDNA microarray analysis, we could show that the canonical, the planar cell polarity (PCP) and the Ca^2+^/Wnt pathways are transcriptionally affected through more than a dozen of Wnt signaling players (summarized in Fig. 6). From Proc and Wnt outside the membrane, through Frizzled and Dvl, to β-catenin and down to cell cycle regulating genes, the canonical Wnt pathway is the most affected of Wnt pathways. Several genes of the PCP Wnt pathway as well as Ca^2+^/Wnt pathways were found to be differentially expressed too (Fig. 6). One of the cell cycle regulating genes is CYC-D, which itself is regulated by one of the most γ-secretase-dependently altered genes reported by us, PTPRG.

**Figure 6:**
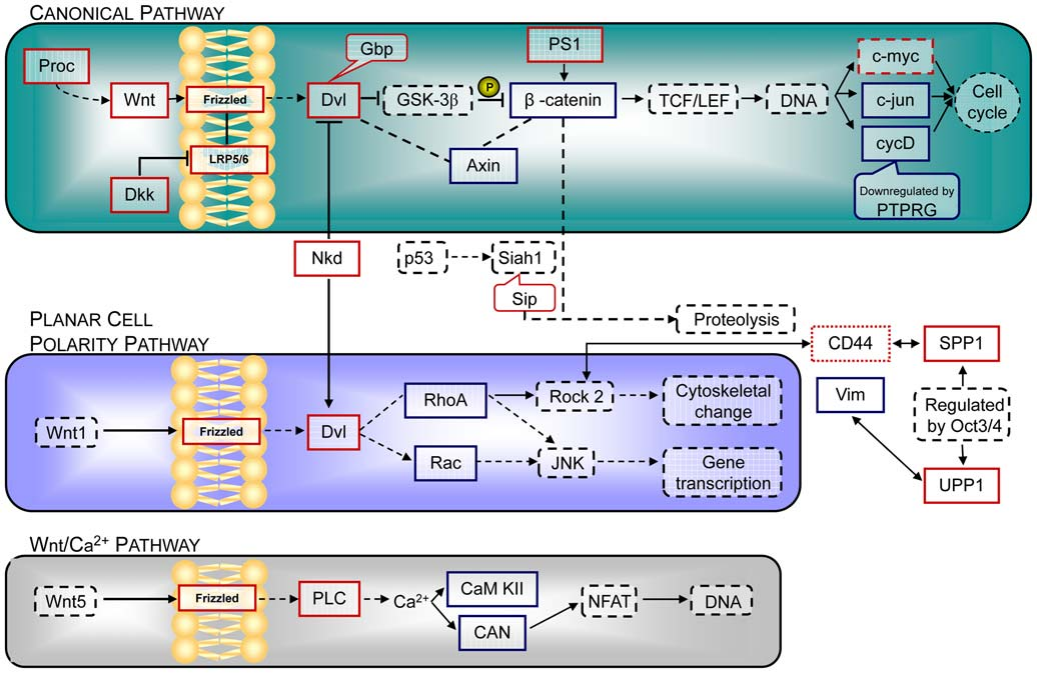
Involvement of γ-secretase-dependently transcribed genes in Wnt pathways. Several key players of the canonical Wnt pathway (green panel) were reported by our microarray to increase (red quadrangles) or decrease (blue quadrangles) in transcript levels under conditions of enhanced γ-secretase activity compared to inhibited activity. β-Catenin is a central node connecting Wnt–Frizzled–Dishevelled to a downstream effect influencing the cell cycle (see also Fig. 4 and interactions of encoded proteins). For better understanding, selected genes that were not detected by the microarray are displayed as well (dashed lines black quadrangles). CycD was reported to be regulated by PTPRG, one of the top scoring candidates for γ-secretase affected gene transcription. Nkd, which we found to be increased in transcript levels, connects the canonical Wnt pathway with the planar cell polarity pathway (blue panel). CD44, a well-known γ-secretase substrate, interacts with SPP1. SPP1 and UPP1, two strong candidates are both under the control of the same transcription factor Oct3/4, as has been suggested for TERA [92]. UPP1 directly interacts with Vimentin (see also Fig. 4), a known player in AD and a cytoskeletal protein. Crucial genes of the Wnt/Ca^2+^ pathway (grey panel) were also found to be differentially expressed in our array. All together, γ-secretase activity influences the transcript levels of genes of the canonical, the planar cell polarity and Ca^2+^ Wnt pathways.

Functional clustering of the microarray data revealed the overrepresentation of the “receptor binding” cluster, which includes four different Wnt signaling molecules and β-catenin. β-Catenin also finds itself in the center of interactions of proteins encoded by strongly differentially expressed genes. Components downstream of the canonical Wnt pathway, like c-myc, c-jun and cycD, influence the cell cycle, the latter as mentioned is downregulated by protein tyrosine phosphatase receptor type γ (Ptprg). Interestingly, we found PTPRG transcription to be strongly decreased in cells with enhanced γ-secretase. Barnea et al. [51] identified a subfamily of PTPRs, defined by the carbonic anhydrase-like domain in the extracellular region of PTPRG, and described its expression during hippocampal formation, and in septal and midline thalamic nuclei in the cortex of newborn rats (in contrast to the expression pattern in adult rats, which is reduced to the hippocampal formation). Several groups have shown a connection between alterations in receptor tyrosine phosphatases' expression levels and γ-secretase [52], [53]. However, we report here for the first time, to our knowledge, the transcriptional connection between the receptor tyrosine phosphatase type gamma and γ-secretase.

TERA, a gene that we found to be decreased in transcription (down by 23.5-fold), has been connected to brain development and Wnt antagonism as well. TERA is decreased to minimal transcript levels with enhanced γ-secretase activity (Fig. 3). This gene, encoding a phosphoprotein of unknown function, is upregulated in squamous cell carcinoma (SCC), adenocarcinoma (AC), and colon, ovary, rectum and stomach tumors [54] (suggesting associations with Notch?). It has also been reported that TERA gene expression is increased in day 13 embryonic (E13) and decreased in E17 cortex and maintains low, but consistent expression levels in the subventricular zone (SVZ) [55]. The expression pattern in earlier rather than later stages of brain development and in the location of neuronal stem cell niches, like the SVZ, suggest possible roles for Tera in regenerative processes and raise questions about its function if the gene is being shut down in degenerative disorders like AD [55]. Tera expression has further been found to be maintained in neural progenitors and downregulated during non-neural differentiation, and was shown to have appreciable expression in embryonic stem cells in a screen for functional genes in ES cells that implicated Wnt antagonism in neural differentiation [56].

TERA and the anti-mitotic exit network antagonist 1 (AMN1) map to chromosome 12p11, which is interesting when considering the fact that chromosome 12 has been discussed to contain an unknown LOAD locus for over a decade, and in a recent study including 492 LOAD cases [57]–[59]. In our study, AMN1 transcription is decreased by 978-fold with enhanced γ-secretase activity. The function of AMN1 is not known. However, several expression pattern based studies suggest it functions as a cilia gene in sensory neurons [60]. 

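Of 19 genes of the primary cilium and of intraflagellar transport, 4 fell in S-1 cells, 1 rose and 14 did not pass the test (5 and 2 adjusted over the list alone). All were measured by H clones. Ift88 was at −0.49 ± 0.09 (SD of log2 ratios, n = 3, adjusted p = 0.0018, limma), Kifap3, a subunit gene of the kinesin that carries intraflagellar transport, at −0.29 and Bbs4 at −0.29. Cluap1 was the gene that rose (0.56 ± 0.04). Ift81 fell on 1 clone, at −0.56 ± 0.05 (adjusted p = 9.49e-04), and was at −0.17 on a second, which did not pass (adjusted p = 0.0421). One of 2 Ift122 clones fell (−0.36). The list did not pass camera (adjusted p = 0.32, 0.523 with an estimated correlation).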

Another typical cilia gene is intraflagellar transport protein 81 (IFT81) which, among a dozen of known cilia genes, was also shown by the microarray to be differentially expressed with altered γ-secretase activity (see also Fig. 3). More and more evidence has been emerging over the last years that primary cilia, in parallel to their well-established functions in sight, smell and mechanosensation, are key participants in intercellular signaling [61]. The importance of monocilia for the regeneration of olfactory neurons has only been better understood recently [62]. Subventricular zone (SVZ) astrocytes, providing glia as well as neurons for the mammalian olfactory bulb, have primary cilia [63]. They give rise to type C cells, which in turn generate neuroblasts [64] that migrate in the adult brain from the SVZ to the olfactory bulb along the cerebrospinal fluid (CSF) flow. The CSF flow depends on the beating of the ependymal cilia [65]. Cilia genes are not only relevant to the maintenance of adult regeneration in the brain since they uphold the constant flow of the CSF, but also because they are directly implicated in cell cycle control. Polycystins, for example, control the cell cycle through three major pathways with one depending directly on β-catenin [66]. A study of inversin has further shown that flow shear stress as sensed through cilia may regulate the Wnt signaling pathway through β-catenin [67], [68]. Given that fluid flow is crucial for the transport of neuroblasts in the SVZ, one could expect that β-catenin and the Wnt signaling pathway that connects our candidates are also functionally relevant to the cilia genes found in this study. We found both genes of unknown function TERA and AMN1 to be decreased in transcription with enhanced γ-secretase activity. TERA and AMN1 can be connected to neural stem cells through several types of cancer, neural differentiation (in the case of TERA) and through the role of monocilia for neurogenesis (in the case of AMN1). All in all, we have demonstrated that AMN1 and TERA are genes of basically unknown function that are worthy of further investigation to understand their roles in neurogenesis, cancer and γ-secretase biology.

We further report here that UPP1 transcript levels are increased with enhanced γ-secretase activity (by 39.2-fold). UPP1 encodes for uridine phosphorylase (UPase), an enzyme that catalyzes the reversible phosphorylytic cleavage of uridine and deoxyuridine to uracil and ribose- or deoxyribose-1-phosphate [69]. UPP1 expression has been extensively connected to cancer, stem cells and inflammation such as multiple sclerosis [70]–[77]. UPase is induced by vitamin D3 and a mixture of inflammatory cytokines, Interferon gamma, TNF-alpha and IL-1, with the latter two being upregulators of Ptprg [78]. Increased UPP1 transcript levels, associated with enhanced UPase activity cleaving uridine, would potentially have inhibitory effects on several pathways downstream of uridine, like RNA/DNA and membrane synthesis, as well as protein glycosylation, which would in turn trigger long-term neurodegeneration. Particularly, decreased membrane synthesis, in the case of synaptic membranes, would also reduce synaptic activity and plasticity. In support of that, TNF-α and IL-1, inducers of UPP1, alter lipid metabolism and stimulate production of eicosanoids, ceramide and reactive oxygen species that potentiate CNS injuries and certain neurological disorders [33]. Interestingly, this hypothesis offers an explanation for the multitude of beneficial effects of orally administered DHA and uridine on memory, neuronal health, regeneration and membrane synthesis in traumatic and chronic neuropathological conditions [33], [34].

The presented work demonstrates that γ-secretase is capable of influencing single gene transcription. However strong the impact will prove to be on the protein level of each single gene, we have further observed transcriptional effects spanning several genes throughout clearly defined pathways. This puts forth the possibility of much stronger effects on the target functions of these pathways than the small impact on the individual genes transcriptional or translational levels might indicate. In support of this hypothesis, we have observed that the proteins encoded by those genes interact with each other and are part of the Wnt pathways. Evaluation of the impact of these pathway-specific accumulative effects needs further investigation. This should include physiological and pathological *in vivo* experiments on both the transcript as well as protein levels. For γ-secretase to serve as a therapeutic target, it is indeed crucial to sharpen our view of its role and influence over gene transcription and biological functions.

## Materials and Methods

### Cell culture

The S-1 cell line overexpressing Flag-Pen2, Aph1-a2-HA, PS1 and NCT-GST [17], [79] was derived from the Chinese Hamster Ovary (CHO) γ-30 cell line [80] generated from the parental untransfected CHO cell line used in this study. All CHO cells were cultured in 10 cm dishes as biological triplicates in Dulbecco's modified Eagle's medium (DMEM) containing 10% Fetal Bovine Serum (FBS) and Penicillin/Streptomycin. The parental CHO cell line was treated with 10 µM of N-[(3,5-Difluorophenyl)acetyl]-L-alanyl-2-phenyl]glycine -1,1-dimethylethyl ester (DAPT) for 24 hrs. The S-1 cell line was supplemented with 200 µg/ml G418, 25 µg/ml puromycin, 250 µg/ml zeocin, 250 µg/ml hygromycin and 10 µg/mL blasticidin.

### RNA amplification and microarray analysis

CHO parental cell line triplicates were exposed for 24 hrs to the γ-secretase inhibitor DAPT (10 µM) in DMSO (0.05%), and S-1 cells were treated for the same time with DMSO (0.05%). Cells were next washed twice with PBS and total RNA was extracted, amplified, reversely-transcribed, labeled and hybridized to a 17 k mouse cDNA microarray chip produced by the DNA array facility of Lausanne (DAFL, see below).

*Total RNA extraction*: was performed using the RNeasy Mini Kit (Qiagen, Basel, Switzerland), in the absence of DNAse treatment. RNA quality was assessed using the RNA 6000 Nanochip assay (Agilent Technologies, Meno Park, USA) and RNA concentration was determined using the ND-1000 spectrophotometer (Nanodrop Technologies, Wilmington, USA). Three independent experiments were performed.

*RNA amplification*: a single round of amplification was performed with 3 µg of total RNA using the MessageAmp RNA Amplification Kit (Ambion, Austin, USA) and following the protocol provided with the kit. Next, 5 µg of amplified RNA was mixed with 9 µg random primers (Cat. No. 4819001; Invitrogen, Carlsbad, USA) in 19 µl of water, heated for 5 minutes at 70°C and then immediately transferred to ice.

*Reversed transcription and labeling*: was performed for 2 hrs at 42°C in a final reaction volume of 40 µl containing 1X SuperScript II buffer (Invitrogen), 40 units RNasin (Promega, Madison, USA), 10 mM DTT, 0.5 mM dATP, dGTP, dTTP, 0.2 mM dCTP, 0.1 mM of either Cy3-dCTP or Cy5-dCTP (GE Healthcare, Uppsala, Sweden) and 400 units of SuperScript II reverse transcriptase (Invitrogen). The RNA strand was hydrolyzed by adding 2 µl 500 mM EDTA and 4.5 µl 1 M NaOH and heating at 65°C for 15 minutes; the solution was then neutralized by adding 2.5 µl 1 M Tris (pH 6.8) and 4.5 µl 1 M HCl. The labeled cDNA was purified using the Qiagen MiniElute PCR Purification Kit (Cologne, Germany), eluting in 50 µl of EB buffer according to the manufacturer's instructions. The Cy3 and Cy5 labeled targets were combined and mixed with 400 µl of TE, 20 µg Cot 1 DNA (Invitrogen), 10 µg polyadenylic acid (Sigma, St. Louis, USA) and 10 µg yeast tRNA (Sigma). This mixture was concentrated to a final volume of 19.4 µl using a Microcon YM-30 filter (Millipore, Billerica, USA) according to the manufacturer's instructions. 20X SSC and 10% SDS were added to final concentrations of 3X and 0.4%, respectively, in a final volume of 24 µl. This mixture was heated for 2 minutes at 98°C, pipetted immediately onto the cDNA microarray and, after covering with a glass cover slip (Erie Scientific, Portsmouth, USA), placed in a humidified chamber (Telechem, Sunnyvale, USA) and allowed to hybridize at 64°C for 20 hrs. Slides were then washed at room temperature twice for 5 minutes in 2X SSC, 0.1% SDS, twice for 1 minute in 0.2X SSC, once for 1 minute in 0.1X SSC and once for 5 minutes in 0.1X SSC, 0.1% Triton X-100. After drying, slides were scanned on a microarray scanner (Agilent Technologies) and the resulting TIFF images were analyzed using the GenePix Pro 6.0 software (Molecular Devices, Sunnyvale, USA). The mouse cDNA microarrays used in this study consisted of approximately 17,000 PCR products generated from cDNA clones and control DNAs spotted onto Nexterion AL slides (Schott, Mainz, Germany). A complete description of the slides and their content can be obtained from the Lausanne DNA Array Facility (http://www.unil.ch/dafl). The microarray data set discussed in this publication has been deposited in the NCBI Gene Expression Omnibus (GEO, http://www.ncbi.nlm.nih.gov/geo/) and is accessible through GEO Series accession number GSE16379. Note that Hamster genomic sequence information is not yet sufficiently available to the research community. Consequently no commercial hamster-specific microarrays were available at the time of the experiment. However, the strategy to use a microarray from a closely related species is not new and has proven successful before [81].

### Statistical analysis of microarray results

The analysis was performed with open source R software packages (http://www.r-project.org/ and http://www.BioConductor.org/). Gene expression was quantified with the array package using print tip group lowess normalization without background subtraction. The resulting measures of expression for each array are the log2 ratios (M values) and the average log2 intensities (A value) of Cy3 and Cy5 signals. Statistics of differential expression between the different groups of samples were calculated with a linear model fitted by the limma package.

### RNA isolation for evaluation of microarray results

Total RNA was isolated with the RNeasy mini kit following the manufacturer's protocol for adherent cells in the case of CHO cell cultures. For the isolation of total RNA from brain tissue, the TRIzol reagent was used as described in the human samples section. RNA was dissolved in water, which was followed by ND-1000 spectrophotometer (Nanodrop Technologies, Wilmington, USA) quantification and pico chip quality control analysis (6000 Nanochip assay Agilent Technologies, Meno Park, USA).

### Reverse Transcription

Total RNA was reverse transcribed with our standard laboratory protocol. 1 µg of total RNA was dissolved in 4 µl of RNase-free water (Ultrapure DNase/RNase free water, Invitrogen Carlsbad, USA)) and premixed with 0.5 µg of oligo dT primer (synthesized by Eurogentec Seraing, Belgium) dissolved in 1 µl RNase-free water. The RNA/oligo dT premix was heated to 70°C for 5 minutes in a standard PCR machine (TProfessional Basic Gradient, Whatman Biometra Goettingen, Germany). The machine was paused to add 4 µl of 5X Buffer (ImProm-II M28A, Promega Madison USA), 4 µl of MgCl_2_ (25 mM) (Promega Madison USA), 1 µl dNTP Mix (10 mM U151B, Promega Madison USA), 1 µl RNase inhibitor (RNasin Plus N261A 40 u/ul Promega Madison USA), 1 µl of ImProm-II Reverse Transcriptase (Promega Madison, USA) and 4 µl RNase-free water. The PCR machine program was continued after pausing at 25°C for completion of reaction mixes with 60 min at 42°C and 15 min at 70°C. cDNA was kept at 4°C on wet ice for short-term or at −80°C for long-term storage.

### Real time PCR

Reverse transcription products were used without purification for real time PCR at equivalent of 0.5 ng/µl RNA in 384 well plates. Samples were used as biological triplicates and each one was additionally pipetted as a triplicate. Reaction volumes were 10 µl consisting of 5.02 µl SYBR Green (Power SYBR Green Master Mix #4367660 Applied Biosystems, Cheshire UK), 1.49 µl RT-PCR product at 0.5 ng/µl input RNA equivalent (0.75 ng/rxn) and 3.49 µl of 3 µM Forward and Reverse primer mix. 384 well plates were prepared with a liquid handling robot (Freedom EVOware Tecan Trading AG, Switzerland) and read for relative quantification with Applied Biosystems 7900HT Real-Time PCR System (Applied Biosystems, Cheshire UK). Primers (synthesized by Eurogentec Seraing, Belgium) for CHO cDNA were based on mouse code, which was aligned with rat and human code, preference was given to aligning sequences (Table 3). Sequence specificity was determined via nBlast. β-actin was used as housekeeping gene [82]–[89] for CHO as well as human cortex templates with the forward sequence: CCTTCAACACCCCAGCCATGTACG and the reverse sequence: CCTTCAACACCCCAGCCATGTACG.

**Table 3:** Sequences of primers used for real time PCR analysis with SYBR Green based on mouse code.

Gene	Forward	Reverse
UPP1	TCTACCATTTCAACCTCAGCACTAGCA	CCATGGCTCACAGACAGCACG
CLCN5	ATGGACTTCTTGGAGGAGCCA	GAGTTGAAGAGAATGGAATCAGGA
HES1	AAATGACTGTGAAGCACCTCCGG	GTCATGCAGTTGGCCAGGTGG
HHEX	CCGCTGTATGCGCCCACG	GCGTGCGTGTAGTCGTTCACC
SHMT1	TCTTGCTTAAATAACAAATACTCTGAGGG	GGCAGAGATTTTCTTCTTGTCTGTCAT
DVL3	GCTTCAATGGCCGGGTGG	CACTGCTCTGTTCTGTGGAGCTGC
WNT3A	CGAGGCCGGCGTTGGA	GACTGGCGATGGCCTGGC
CHRD	GGAGAGGGCTGCTATTTTGATGG	TCTGATTCTCTGGGAACCACTGCC
CDH15	CGCGTGCGGAGGGCC	GAAGCGATCAGTCTTCTCGCGG
MMP7	TAGGTGTGGAGTGCCAGATGTTGC	CATGACCTAGAGTGTTCCCTGGCC
GLP1R	ATAAGGACAACTCCAGCCTGCCC	TGCTGGGCAGCCGTGCTATAC
PNLIPRP	GCATCTGGGCGGGAACCC	TATCAGCATAGTGACCCATCTGTGGG
FGF20	CCTGCACGGCATCCTGCG	GTGCCCTGCACGCTGCC
PA2G4	CCAATAGAAGGTATGCTGTCACACCA	AAGGGACCACTGGTTATCCGCATGG
NTSR1	GACGGCGTTCACGCTGGC	AAGTTGTACAGCTCCACGGGCAT
SCT	CCCAGGGCCCGGCG	TCTGCGTCCTGCTCGCTGC
ITGBV	CCTGTGCCGGGAGGCAGA	GGCATTTGCATTCTCCACAGTGAC
IFT81	TGAGTTCAAGCGATACGTCA	GTTGATGCTGAATGGTTTCC
TERA	CAACCAGATCAGCAAACTGCAGAAG	AGCCATCTCTGTATCTGAGCCCTCA
PTPRG	TCTGGAGGATGATCTGGGAACAAAA	CACCCATGTCAGGCCACTGTGT
AMN1	GACAATGGTGTGGTTGCACTTGTTAGT	TGTTATCAGGGGGCAGCCATG

Primers were created for Tanneal of ∼58–59°C and nBlast was used to check for gene specificity.

### Statistical analysis of real time PCR results

Results were analyzed by the ΔΔCt method [90] and significance was calculated via students t-test. β-actin was used a normalizer to determine ΔCts. ΔΔCts were calculated against the mean of DAPT treated WT-CHO ΔCts or the mean of healthy human brain cortex ΔCts. Results were expressed as relative quantification by 2̂-(ΔΔCt) [90].

### Human samples

Human brain tissue was kindly provided by the Joseph and Kathleen Bryan Alzheimer's Disease Research Center, Duke University Medical Center. The Autopsy and Brain Donation procedures have been approved by the Duke University Institutional Review Board (IRB) and cortical brain tissue was obtained as described by [91]. 12 AD post-mortem confirmed cortical samples as well as 12 healthy cortical samples were obtained in dry ice. Cortical samples were of both genders, different ages, ApoE stati and Brack stages.

Isolation of total RNA: ∼50 ug of total cortex tissue were scraped off on dry ice three times for biological triplicates of each sample. TRIzol reagent (Invitrogen Carlsbad, USA) was used according to manufacturer's protocol for total RNA isolation. RNA was dissolved in water, which was followed by ND-1000 spectrophotometer (Nanodrop Technologies, Wilmington, USA) quantification and pico chip quality control analysis (6000 Nanochip assay Agilent Technologies, Meno Park, USA).

## Supporting Information

Dataset S1 EST clones with increased transcription under enhanced γ-scretase activity compared to inhibited γ-secretase activity. By applying a cut-off with a p value of 0.005 based on the false discovery rate (FDR, i.e. the probability to wrongly accept a difference between the two conditions), we found 2658 EST clones to be differentially expressed, with 1241 EST clones of increased with enhanced γ-secretase activity compared to inhibited γ-secretase activity. FC = Fold change; adj,P,Val = adjusted P-value
(0.20 MB XLS) Click here for additional data file.

Dataset S2 EST clones with decreased transcription under enhanced γ-secretase compared to inhibited γ-secretase activity. By applying a cut-off with a p value of 0.005 based on the false discovery rate (FDR, i.e. the probability to wrongly accept a difference between the two conditions), we found 2658 EST clones to be differentially expressed, with 1417 EST clones of decreased transcription with enhanced γ-secretase activity compared to inhibited γ-secretase activity. FC = Fold change; adj,P,Val = adjusted P-value
(0.22 MB XLS) Click here for additional data file.

Dataset S3 Molecular functional clusters of differentially transcribed genes as classified in the GO hierarchy. Lists of genes detected for differential transcription by the microarray, grouped in clusters of molecular function as defined by the GO hierarchy. Clusters are over- or underrepresented and do not indicate in- or decrease of the genes transcription levels.
(0.09 MB DOC) Click here for additional data file.

Dataset S4 EST clones of transcriptional relevance differentially transcribed under enhanced γ-secretase compared to inhibited γ-secretase activity. By applying a cut-off with a p value of 0.005 based on the false discovery rate (FDR, i.e. the probability to wrongly accept a difference between the two conditions), we found 2658 EST clones to be differentially expressed with enhanced γ-secretase activity compared to inhibited γ-secretase activity. Among them 56 imply transcriptional relevance. FC = Fold change; adj,P,Val = adjusted P-value.
(0.03 MB XLS) Click here for additional data file.

# Supplementary material for: Gene Expression Profiling in Cells with Enhanced γ-Secretase Activity
**Source:** PLoS One. 2009 Sep 18;4(9):e6952. doi: 10.1371/journal.pone.0006952
**Supplement:** Dataset S3 — Molecular functional clusters of differentially transcribed genes as classified in the GO hierarchy. Lists of genes detected for differential transcription by the microarray, grouped in clusters of molecular function as defined by the GO hierarchy. Clusters are over- or underrepresented and do not indicate in- or decrease of the genes transcription levels. (0.09 MB DOC)

Over represented

[protein binding (GO:0005515)](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?view=assoc&search_constraint=terms&query=GO:0005515)

Slc12a6 Itm2b Cd8b1 Cops4 Sufu Arhgef12 Orc1l Glg1 Morf4l1 Klhl21 Foxp1 Plp1 Cdkn1a Timp1 Wwtr1 Bmp1 Ulk1 Ctnna2 Rassf1 Csh1 Gpbp1 Casp12 Kars Gtf2f2 Cd81 Nrp1 Ddx4 Hdac6 Capn2 Polb C80913 Mobkl1a Cdh16 Csf1 Setdb1 Cln6 Lrrc45 Col7a1 Ccr6 Pscd3 Pdlim5 Tyro3 Rad18 Atf4 Mki67ip Shc1 Anxa7 Centd2 Rab5a Ttf1 Syncrip Wnt7a Bclaf1 Gli2 AA673488 Cd47 Lima1 Chd8 Nip7 Cldn3 Cox4i1 Plaa Arl6 Sphk2 Tln1 Tax1bp1 Sgce Stat3 Tlr7 Atp5b Pcdh7 1200014M14Rik Pthlh Mlf1ip Id2 Limk2 Arih2 Dyrk1a Sec24c Tmpo Itga5 Ptpn13 Nid1 Lrpprc Cst3 Sst Rbpsuh Cct7 Unc84a Il12b Actn4 Gmfb Ntn1 Rybp Tpm2 Cluap1 Wnt9b Eln Cav3 Ywhah Rxra Psme1 Tcfap2c 6030408C04Rik Hoxb1 Map2k1 Gspt1 Mapk8 Adrb3 Rcbtb1 Actg1 Btg1 Itfg1 Fgf20 Vcl Ezh1 Fez2 Olfm1 Derl1 Rad21 Smarca2 Ccr2 Trps1 Ktn1 Eif3s1 Rgs12 Mef2d 4833420G17Rik Bfar Isgf3g Stk38 Sct Smg6 Gnpat Tiam2 Anxa11 Pcgf1 Arl2 Prim1 Bach1 Tcf2 Ptpn2 Porcn Klhl24 Ncl Lrrc8e Timp4 Tpt1 C3 Pafah1b1 Cul3 Sparc Itga1 Vdp Sip1 P4ha2 Crsp9 Ugcgl1 Numb Flna Atf7ip Fxyd5 Hmga2 Ptk2 Fgf14 Ctnnal1 Kpna3 Ergic3 Stx4a Hbp1 Gabarapl2 Dnajc3 Ela2 Ereg Tacc3 Rps2 Thrap3 Lrp2 Pfdn5 Arl8b D230025D16Rik Stk39 Mapk14 Dab2 2010204N08Rik Txndc4 Msln Rragc Snx10 Amotl2 Prlpl Nf2 Carhsp1 Ubtf Ccl19 Kctd2 Dcbld2 Cbx5 Igf2 Itgb5 Fyn Psenen 2900024C23Rik Src Axin1 Ccr10 3300001M20Rik Il1a Etf1 Itga8 Procr Alb1 1700081L11Rik Nap1l1 Cops3 Map3k3 Lmx1b Mllt4 Jarid1b Slc2a1 Jak2 Rad51 Myh10 Dab2ip Pcbp1 Lrpap1 Bnip1 Map2k4 Suv39h2 Ubox5 Aurka Aplp2 Prkcd Hspa5 Taldo1 Mmp14 Sdc2 Prpf31 Ephb2 Snrpa1 Epb4 Actr2 Cdh15 Mfge8 Cln5 Fgfr2 Zfpl1 1200015A19Rik Elf1 Dmd Cdc73 Trim37 Gsn Iqgap1 Eif3s4 Rai14 Mast2 Mrfap1 Mib1 Rchy1 Dvl3 Adam9 Lamc2 Grpel1 Eps8l2 Dstn Col6a1 Pigs Itga9 Ptch1 Arfrp1 Eif5a Trrap Ppp1r9b Eif2b1 Rere Rnf130 Ppp1ca Itgb1 Polr1e Dlk1 Hoxc8 Aph1a Inhbb Pex6 Ttc3 Ralbp1 Dlat Sec24b Bmp7 Exosc1 Il10ra AI450948 Phf17 Ptprn Sec23ip Ifrg15 Utrn Mxd4 Tm2d1 Cebpg Rac1 Errfi1 Rnf12 Bicd2 Aven Actn3 Phka2 Tpm1 Bub1b Atp2a2 Calm2 Ppil5 Skiv2l2 Ipo8 Ywhag Nr5a2 Pdzd3 Cd14 2810055G22Rik Ctsb Adam10 Bnip3l Cacybp Lsr Nedd4 Klhdc2 Casc3 Utp11l Arhgap21 Polr3f Pxdn Stmn1 Nrg4 Mbd1 Xrcc5 Eif2b2 Ppp3ca Jun Bche Adipor2 Kctd5 Dek Mtf2 Map4k5 Pdcd6 Atp5a1 Igf2r Dock7 Actb Cul7 Exosc8 Cbr2 Rab22a Spp1 Cd151 Tcf21 Ganab Pygo1 Thoc5 Eif2s1 Zc3hc1 Recc1 Paics Tsn Pxn Ruvbl1 Kif2c Spred1 Tlr2 Ctnnb1 Gtf2i Aes Jarid2 Alad AI428936 Trap1 Plod3 Arl6ip5 Smndc1 2310057M21Rik Cul2 Hsp90b1 Phf13 Myo5b Pole3 Nbl1 Ankib1 Hspa8 Hax1 Pmpca Phactr1 Crsp8 Unc5b Snx27 Nras Dynll1 Ccnb1 Fgf13 Pknox1 Kpna2 Ergic2 Pdrg1 Plec1 Hipk3 Elf4 Ccr8 Ube2a Farp2 Cdk4 Ptpre Orc4l Socs3 Il4 Ibrdc3 Hdac3 Mycbp Il18 H2-Ab1 Lmo7 Pxmp3 Rims2 Bhlhb8 Ltbp1 Ccl25 Ppia Lamb2 Gast Snx4 Mecr Dlx2 Kras Lama5 AU014645 D3Ertd300e Pfkm Trp53 Ldha Plk1 Il1rn Ccnd2 Ncf1 Rad1 Rab7l1 Fn1 Notch3 Itga7 Fkbp10 Casp9 Hspd1 H47 Nsmaf Ube4b Camk2g Canx Dtprp Icosl Acvr1b Jarid1a S100a6 Nisch Bcap31 Tpm4 Cntn4 Timeless Kif1b Gas1 Oxsr1 Nfya Nfx1 Fga Suv39h1 Apoa1 Casp4 Lrp8 Eps15 Ihh Sdc1 Tmem33 S100a1 Drg1 Plekhc1 Dync1h1 Rbl2 Smarca4 Fgfr1 Prkcz Eif4a1 Llgl1 Plxnb2 Atf2 Trib3 Ddx56 Anxa5 Hgf Chrd Lamc1 Ahsa1 Mtch1 Marcks Nxf1 Magoh Efemp2 Ttn Creb1 Pbx1 Dcn Cd9 Cldn1 Ccne1 Gars Prkcbp1 Inhba Alcam Cul5 Ptprz1 Egfr Itga3 Ptpn11 Mtmr2 Asxl1 Gatad2b Tollip Mxd3 Cct5 Rnf168 Fgf8 Add1 Iapp Rrm2 Dkk1 Shcbp1 Actn2 Tnc Actr8 Fancl Spna2 Myh3 Calm1 Cav1 Abcd2 Dnajc5 Sh3kbp1 Zfp110 Synj2bp Bzw2 Cdk7 D6Wsu176e Fbxl10 Mxi1 Cdc20 Robo1 Tcte3 Vtn Ccl5 Fth1 Sipa1l1 Rb1 Fgf11 Ap1g1 Psmc5 Mtap4 Phf3 Pgrmc2 Dll4 Tdgf1 Coro1b Tnfrsf19 Dbf4 Tef Pros1 Homer2 Snapap Glcci1 Mtf1 Wnt6 Rpp14 Gadd45b Hspe1 Cxxc1 Neurog2 Trim3 Ppp2ca Arpc1a Sfrs7 Tcf20 Insr Lmtk2 Cd34 Rhoa Cdh5 Ecd Pld1 Neo1 Foxp2 Tpd52l2 Il8rb Fasn Cd40lg Rest Cdkn1b Timp2 Bysl Dsg3 Mcl1 App Bnip3 Ptrf Smarcc1 Mycl1 Cd82 Tcp1 Sdc4 Surb7 Ncor2 Ap2a1 Txnip Atrnl1 Appbp2 Ddx20 Fgf12 Gins4 Senp3 Hif1a Hspg2 Nsf Strn4 Atoh1 Coro1c Scmh1 Farp1 Gmnn Pa2g4 Wt1 Hexa Abi2 Vegfc Myst4 Rims1 Tmsb4x Zfp36l1 Parva Ccl24 Gdf5 Hoxa13 Smurf1 Grb2 Ebna1bp2 Ddx39 Pcsk2 Cldn4 Pdlim1 Ash2l Tbp Acy3 Fmn2 Ppy Jmjd2b Tmem11 Rnf34 Ppp1cc Bub3 Ik Arpp19 Med6 Fzd5 Ccnd1 Sec24d Tep1 2610033H07Rik Rps27 Eif2ak1 Sfrs3 Nid2 Ctr9 Stk25 Ern1 Spnb2 Cdh1 Kntc2 Rab10 Csnk2a2 Ybx1 Taf3 Furin Vim Cxcl12 Mll3 Lamb1-1 Tgoln1 Rcbtb2 Xab2 Tnnt1 Fcgrt Strap Pcna B2m Trip13 Phr1 Ppp1r13b Eif2b4 Ccr3 Jup Gata3 Calr Igfbp4 Vldlr Bmpr1b Col1a2 Dock9 Cdon Cd44 Dnaja3 Stk3 Grem2 March1 Ube2d3 Cetn2 Dach1 Prkra Tac1 Wnt10a Vcam1 Styx Rab3d Cdkn2b Cdh8 Cog4 Nup153 LOC434860 Ttc1 Lhx9 Sema3c Dnajc11 Fzd1 Dysf Acvrl1 Tmod2 Muc1 Itga2 6330505N24Rik Hoxb9 Txnl2 Cct4 Rnf167 Clstn1 Kpnb1 Was Actn1 Ncoa1 Rabl3 Bcar1 Trip4 Flnb Ddef1 Shh Abtb2 Tbc1d8 Tle1 Prrx1 Adm Sin3a Cdk6 Sertad2 Exoc4 Rtn3 Hdgf Met Apex1 Nrip1 Pcolce Rab6ip1 Psen1 Hdac5 Nr2c2 Il17ra Atp1a1 Mlph F2r Map1lc3b Ihpk1 Rnf44 Jag2 Polr2g Coro1a Tmed9 Ptgfrn Dag1 Myo1e Tceb3 Ptprs Rala Ctsl

[nucleotide binding (GO:0000166)](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?view=assoc&search_constraint=terms&query=GO:0000166)

Pck2 Tarsl1 Nxf1 Ttn Slc30a9 Gars Rps24 Egfr Adss Cct5 Ddx31 Myh3 Ppil4 Abcd2 Cdk7 Psmc5 Ddx52 Hspe1 Aars Ptov1 Csnk1d Sfrs7 Oas1c Insr Sfrs10 Lmtk2 Itm2c Tnrc6a Rhoa Neo1 Eef1a1 Supv3l1 Ddx18 Ak3l1 Dhx8 Tcp1 Tubb2c Ddx20 Gtpbp4 Fgfr4 Nsf Psmc1 1300010F03Rik Ddx39 Nt5c Pfkl 2310022K01Rik Mov10 Tep1 Ddx41 Eif2ak1 Sfrs3 Pank3 Cpeb2 Stk25 Ern1 Rabl2a Rab10 Csnk2a2 Wars Hbs1l Trip13 Mtg1 Ddx55 4921513D23Rik Bmpr1b Rbmx Fignl1 Dock9 Mtif2 Stk3 Cetn2 Rab3d Chdh Rab24 Acvrl1 Arf3 Cct4 Cirbp Rabl3 Ak2 Cdk6 Gss Met Riok2 Nr2c2 Atp1a1 Tubb3 Atad3a Arf4 Myo1e Atp11a Gnai1 Rala Ndufv1 Itm2b Tgfbr2 Rab20 Orc1l C230081A13Rik Rab13 Ulk1 Glud1 Kars Gtf2f2 Dhx29 Ddx4 Igf2bp1 Cdh16 Setdb1 Pcsk6 Acox1 Tyro3 Mki67ip Rab5a Syncrip Pabpc1 Txnrd1 Tubg2 Chd8 Eif5b Arl6 Sphk2 Atp6v1a Atp5b Rab14 Limk2 Myo1a Dyrk1a Uck2 Pank2 Stk24 Cct7 Abce1 Map2k1 Lamp2 Gspt1 Mapk8 Actg1 Sbk1 Rbm18 Smarca2 Epha2 Itpk1 Iars Mcm5 Pink1 Bmpr1a Prkar2b Dld Stk38 Pygl Hspa14 Ppox Arl2 Ncl Timp4 Farslb Acads Pskh1 Ephb6 Ptk2 Gabarapl2 Gsr Thrap3 Abcc3 Riok1 Tbrg4 Arl8b Pabpc4 Stk39 Mapk14 Abcb6 Psmc3 Pdk1 Kifc3 Rragc Trnt1 D330037H05Rik Fyn Src Sars2 Centg3 Map3k3 Opa1 Jak2 Rad51 Myh10 Kif19a Map2k4 Gtf2f1 Aurka Prkcd Hspa5 Rbm28 Ephb2 Epb4 Drg2 Gtpbp2 Fgfr2 Pcsk5 Tek Eif3s4 Mast2 Grpel1 Rarsl Arfrp1 Eif2b1 Cabc1 Srpr Pgk1 Bub1 Pex6 E130016E03Rik Atp8b1 Hnrpdl 2610019A05Rik Rars Cugbp2 Rac1 Dscr1l2 Bub1b Atp2a2 Skiv2l2 Pnpo Mbd1 Xrcc5 Eif2b2 Mat2a Dek Map4k5 Atp5a1 Dock7 Actb Rab22a Recc1 Eif5 Paics Ruvbl1 Kif2c Tgm2 Sars Trap1 Arl5c Axl Farsla Top2a 2310057M21Rik Trio Hsp90b1 Myo5b Hspa8 Rbm3 Ckmt1 Igf2bp3 Nras Gfm2 Bcs1l Hipk3 Guf1 Cdk4 Nek8 Orc4l Ccrk Gbp2 Dcakd U2af1l4 Speg Nav3 Kifc2 Kif27 Ankk1 Kras Pfkm Plk1 Rab7l1 Mod1 Hspd1 Prkcn Camk2g 0610009D07Rik Acvr1b Inoc1 Cntn4 Kif1b Oxsr1 Ankrd17 Hspa4 Melk Pdgfrb Drg1 Cdc42bpa Dync1h1 Smarca4 Fgfr1 Epha4 Prkcz Eif4a1 Trib3 Ddx56

[transferase activity (GO:0016740)](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?view=assoc&search_constraint=terms&query=GO:0016740)

Map4k5 Trmt5 Zc3hc1 Sdf2 Tgm2 Axl Trio Pole3 Ckmt1 Ccnb1 Mettl2 Plec1 Hipk3 Cdk4 Nek8 Cpt1a Ccrk Gnpnat1 Nmt1 Dcakd Zdhhc20 Speg Gsta1 Ankk1 Aup1 Pfkm Plk1 Prkcn Camk2g Zdhhc5 Acvr1b Hs3st1 Tpst1 Mgat1 Asnsd1 Oxsr1 Suv39h1 Stt3a Ihh Melk Pdgfrb Cdc42bpa Dph5 Fgfr1 Epha4 Prkcz Trib3 Pck2 Ttn Fdft1 Elovl6 Cdkn2c Ccne1 Prkcbp1 Tfb1m Rg9mtd1 Egfr Ndst2 Tnks2 Gpt2 Ppat Cds2 Sh3kbp1 Cdk7 Pbef1 Mett10d Sult2a2 Ddost Psmc5 Gstm5 Qtrtd1 Dbf4 Oat Dgkg Ate1 Csnk1d Oas1c Insr Lmtk2 Rnmtl1 4930402E16Rik Neo1 Mettl6 Tusc3 Fasn Cdkn1b Dgkb Pole2 Ak3l1 Surb7 Hif1a Fgfr4 Myst4 Pcsk2 Soat1 Pfkl B3gnt5 Aytl2 Ccnd1 Tep1 Icmt Eif2ak1 Pank3 Stk25 Ern1 Hmgcs2 Pnpt1 Tkt Csnk2a2 Mll3 Srm Strap Pcna Twistnb Shmt1 Bmpr1b Pkm2 Pigq Stk3 Csrp2bp Cdkn2b Acvrl1 BC023882 Plau Ncoa1 Chst11 Ak2 Got2 Cdk6 Met Riok2 Nr2c2 Upp1 Ihpk1 Gsta3 Polr2g Papd1 Cox10 Bcat2 Oxct1 Tgfbr2 Xylt2 Mettl5 Cdkn1a C230081A13Rik Ulk1 Ccnh Nrp1 Polb Glt8d1 Mobkl1a Setdb1 Tyro3 Mettl7a Fbl Sphk2 Mlf1ip Limk2 Dyrk1a Uck2 Pank2 Stk24 Hmgcs1 Parp16 Map2k1 Casd1 Mapk8 Ggps1 Sbk1 Epha2 Itpk1 Pink1 Bmpr1a Prkar2b Stk38 Pygl Gnpat Adpgk Prim1 Large Porcn Extl3 Pskh1 Ugcgl1 Ephb6 Ptk2 B4galt4 Nadk Riok1 Tbrg4 Stk39 Mapk14 Polr3c Pdk1 Trnt1 Pip5k2c Fyn 2900024C23Rik Bcat1 Src Map3k3 Dlst Jak2 Mgat2 Mettl4 Brd2 Map2k4 Suv39h2 Ubox5 Stt3b Gtf2f1 Aurka Prkcd Taldo1 Ephb2 Fgfr2 Gbe1 Tek Mast2 Pet112l Trrap Ext1 BC068171 Cabc1 Pgk1 Bub1 Polr1e Dlat Pofut1 2610019A05Rik Gpam Phka2 Bub1b D5Wsu178e 4930548G07Rik Usp14 Polr3f Wdr62 Polr2i Mat2a

[transcriptional activator activity (GO:0016563)](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?view=assoc&search_constraint=terms&query=GO:0016563)

Ctnnb1 Crsp8 Elf4 Usf2 Nfya Atf2 Ccne1 Cdk7 Rb1 Tef Mtf1 Cxxc1 Tcf20 Ecd Smarcc1 Myst4 Pdlim1 Gata3 Hoxb9 Ncoa1 Trip4 Prrx1 Apex1 Nrip1 Wwtr1 Atf4 Gli2 Stat3 Rbpsuh Etv5 Ywhah Rxra Mef2d Tcf2 Crsp9 Thrap3 Foxc2 Sertad2 Gtf2f1 Elf1 Trrap Onecut1

[nucleic acid binding (GO:0003676)](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?view=assoc&search_constraint=terms&query=GO:0003676)

Nol5 Satb1 Hbs1l Pcna Eif2b4 Gata3 Calr Eif3s2 Ddx55 4921513D23Rik Rbmx Nkd2 Mtif2 Cetn2 Dach1 Prkra Cdkn2b Zfp281 Tcf3 Hoxd13 Lhx9 Banf1 BC023882 Hoxb9 Lrrfip1 Hes3 Cirbp Ncoa1 Rabl3 Ddef1 Prrx1 Apex1 Pcolce Riok2 Nr2c2 Hoxa1 Irx3 Foxa2 Polr2g Mrpl3 Papd1 Snapc1 Neurog1 Tceb3 Hmgn2 Secisbp2 Arhgef12 Orc1l Ankrd26 Hdlbp Foxp1 Mettl5 Neurod4 Gpbp1 Kars Gtf2f2 Dhx29 Ddx4 Polb Igf2bp1 Eif1a 5730601F06Rik Setdb1 Pcsk6 Rpl7 Eomes Rad18 Atf4 Sfrp4 Mki67ip Centd2 Ttf1 Syncrip Pabpc1 Bclaf1 Gli2 Chd8 Nip7 Eif5b Fbl Rnaset2 Zfp687 Pogk Tax1bp1 Stat3 Tlr7 Thap11 Arih2 Tmpo Lrpprc Rbpsuh Unc84a Etv5 Hoxd1 Rybp Rabgap1 Zc3h13 Rxra Tcfap2c Hoxb1 Gspt1 Foxb2 Ezh1 Rbm18 Rad21 Cited1 Smarca2 Nucb2 Zfp354a Trps1 Eif3s1 Mcm5 Mef2d Isgf3g BC057593 Zcchc7 Phf5a Smg6 Eif2s2 Bach1 Tcf2 Ncl Lhx8 Sip1 Hes2 Eif1 Hmga2 Endog Hbp1 2310002B06Rik Rps2 Pabpc4 Eif4g1 Rpa1 Polr3c Csdc2 Foxa1 Zfp219 Carhsp1 Trnt1 Ubtf D330037H05Rik Stat6 Bcorl1 3300001M20Rik Etf1 Alb1 Centg3 Lmx1b Ddb1 Gtf2h1 Jarid1b Ankrd25 Mettl4 Rad51 4930432O21Rik Ccar1 Pcbp1 Mrpl21 Foxc2 Hoxb4 Gtf2f1 Aplp2 Rbm28 Asb3 Snrpa1 D19Bwg1357e Gtpbp2 Zfpl1 Elf1 Dlx4 Sf3a3 Eif3s4 Rai14 Zfp143 Mbnl3 Tcf25 Eif5a Pet112l Usp39 Eif2b1 Rere Lgtn BC068171 Srpr Polr1e Nfib Hoxc8 E130016E03Rik Exosc1 Hnrpdl Mxd4 Cebpg Cugbp2 Hes5 Onecut1 Dscr1l2 Skiv2l2 4930548G07Rik Nr5a2 Zfp422 Lsr Gpatc4 Polr3f Irx5 Mbd1 Egr1 Endod1 Nucb1 Xrcc5 Auh Eif2b2 Jun Polr2i Dek Mtf2 Ets2 Tshz1 Exosc8 Tcf21 Tgif2 Nfkbiz Eif2s1 Recc1 Eif5 Tsn Kif2c Gtf2h4 Ctnnb1 Gtf2i Jarid2 Tsc22d1 Zfp622 Smndc1 Top2a Pole3 Ankib1 Hes1 Gtf3a Rbm3 Igf2bp3 Gfm2 Pknox1 Bicc1 Set Fubp1 Hhex Cebpz Elf4 Hp1bp3 Guf1 Orc4l Eif3s7 Zbtb25 Hdac3 U2af1l4 Usf2 Gtf3c1 Bhlhb8 2610507B11Rik Dlx2 Lama5 AU014645 Trp53 Rad1 Exosc4 Notch3 Zfp213 0610009D07Rik Zfp710 Inoc1 Jarid1a Timeless Ankrd17 Nfya Nkrf Nfx1 2010003J03Rik Rbl2 Smarca4 Eif4a1 Evx1 Atf2 Zfp62 Ddx56 Cxxc5 Zcchc9 Nxf1 Magoh Creb1 Pbx1 Iqwd1 Cdkn2c 2410018L13Rik Suhw4 Mtdh Nfia Tsc22d4 Rps24 Tfb1m Rg9mtd1 Egfr Gatad2b Txndc14 Mxd3 Ddx31 Tulp4 Ppil4 Cggbp1 Zfp110 Bzw2 Fbxl10 Mxi1 Nol5a Rb1 Cpsf3 Phf3 Peg10 C330002I19Rik Wbp7 Dbf4 Tef Ddx52 Mtf1 Rpp14 Cxxc1 Neurog2 Aars Zbtb10 Sfrs7 Tcf20 Oas1c Sfrs10 Rnmtl1 Ccdc16 Tnrc6a Tieg3 Foxp2 D8Ertd457e Lhx6 Hnf4a Rest Eef1a1 Supv3l1 Zfp706 Ddx18 App Hoxb6 Pole2 Ptrf Smarcc1 Dhx8 Mycl1 Foxn2 Ncor2 Psip1 Ddx20 Hif1a Cdx1 Rpl32 Atoh1 Pa2g4 Wt1 Tdrd7 Myst4 D630045J12Rik Zfp36l1 Prpf4 BC003993 Hoxa13 Ddx39 Ash2l Tbp Jmjd2b Rnf34 2310022K01Rik Tep1 Ddx41 2610033H07Rik Rps27 Eef1d Eif2ak1 Sfrs3 Cpeb2 Ern1 Spnb2 Slc6a8 Pnpt1 Ybx1 Emg1 Mll3 Dnase2a

[isomerase activity (GO:0016853)](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?view=assoc&search_constraint=terms&query=GO:0016853)

Top2a Srr Ppia Fkbp10 Trub1 Pdia3 Ppil4 Ppid Mpi1 Hnf4a Txndc10 Cpd Pdia6 Ppig Ptges Idi1 Ppil3 Nr2c2 Txndc5 Fkbp9 Rpe Tpi1 Pdia5 Rxra Itpk1 Txndc4 BC068171 Pdia4 Ppil5 Pgm2

[hydrolase activity (GO:0016787)](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?view=assoc&search_constraint=terms&query=GO:0016787)

Atp5a1 Cfi Amy2 Exosc8 Rab22a Ganab Afp Recc1 Ruvbl1 Tgm2 Plcg2 2310057M21Rik Man2b1 Acp5 Ctsc Hspa8 Mmp17 Pmpca Nras Gfm2 Bcs1l Guf1 Ptpre Ela1 Orc4l Gbp2 Hdac3 Hrsp12 Nav3 Lamb2 Kras Glb1 Smpd1 Rad1 Rab7l1 Exosc4 Casp9 Nup160 Spint2 Lgmn Camk2g Arhgef10 Inoc1 6530401N04Rik Lpl Cntn4 Kif1b Asnsd1 Acp1 Isg20l1 Atp1b3 Casp4 Mmp13 Ppm1m Ihh Dync1h1 Smarca4 Osgepl1 Eif4a1 Ptpra Ddx56 Ptrh2 Hgf Ttn Usp38 Prss3 Cdc14b Npepps Atp6v0b Ptprz1 Ptpn11 Mtmr2 Ndst2 Ddx31 Dpysl2 H6pd Senp7 Abcd2 Ptplb Pitrm1 Cpsf3 Psmc5 Plcd3 Trfr2 Ddx52 Rpp14 Ppp1r3b Btd Ppp2ca Man1a Rhoa Pld1 Fasn Eef1a1 Ddx18 Dhx8 C1s Tubb2c Ddx20 Cpd Senp3 Nln Nsf Pa2g4 Pepd Pop1 Hexa Pnliprp1 D6Wsu116e Psmc1 1300010F03Rik Ddx39 Pcsk2 Clpp Nt5c Acy3 Ppp1cc Mov10 Ddx41 Adam17 Ern1 Pnpt1 Impad1 Furin Usp16 Dnase2a Acpl2 Atp5o Hbs1l Trip13 Uchl5 Ddx55 Fignl1 Mtif2 Cetn2 Ptprcap Ada Styx Rab3d Sulf2 Atp5f1 Idi1 Plau Tatdn1 Rnf167 Shh Ptprg Alkbh3 Apex1 Psen1 Hdac5 Atp1a1 Hyal2 Tubb3 Jag2 Atad3a Atp11a Gnai1 Ptprs Rala Ctsl Orc1l Rab13 Bmp1 Casp12 Gtf2f2 Dhx29 Ddx4 Hdac6 Capn2 C1r Pcsk6 Ptp4a1 Ppm1d Rab5a Apobec3 E330036I19Rik Tubg2 Eif5b Rnaset2 Pcsk1 Psmb3 Hexdc Fuca1 Atp6v1a Atp5b Rab14 Pappa Ptpn13 Abce1 Tasp1 Usp15 Dirc2 Atp1b1 Gspt1 Mapk8 Mmp11 Tfrc Itpk1 Apeh Mcm5 Prcp Hspa14 D19Wsu12e Ptpn2 Tbl3 Pafah1b1 Ctsd Atf7ip Endog Ptprf Ela2 Abcc3 Arl8b Abcb6 Psmc3 Rragc Plcd1 Mrpl46 Pcsk4 Naglu Usp4 Hdhd3 Plcb1 Gm2a Adam19 Usp32 Opa1 Rad51 Myh10 Gaa 2010111I01Rik Abhd4 Mmp14 Eps8 Gtpbp2 Pcsk5 Gbe1 Man1a2 Adam9 Pigs Arfrp1 Usp39 Lap3 Srpr Rnf130 Ppp1ca Aph1a Hars2 Pex6 E130016E03Rik Mbtps1 Exosc1 Atp8b1 Ptprn Ddhd1 Rac1 Qrsl1 Atp2a2 Skiv2l2 Ipo8 Aga Usp14 Ctsb Adam10 Endod1 Xrcc5 Ppp3ca Bche Cdc25a

[ion binding (GO:0043167)](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?view=assoc&search_constraint=terms&query=GO:0043167)

1600014K23Rik Rpa1 Acsl1 Rragc Plcd1 Zfp219 Trnt1 Stat6 Slc31a2 Plcb1 Alb1 Adam19 Centg3 Usp32 Map3k3 Lmx1b Opa1 Jarid1b Limd2 4930432O21Rik Ccar1 Lrpap1 2010111I01Rik Suv39h2 Setd2 Ubox5 Gtf2f1 Prkcd Hspa5 Mmp14 Lias Eps8 Hrbl Cdh15 Cycs Slc15a4 Cspg2 Gbe1 Zfpl1 Dmd Man1a2 Trim37 Gsn Sf3a3 Mast2 Sc4mol Mib1 Rchy1 Adam9 Zmynd12 Zfp143 Ptch1 Ftl1 Mbnl3 Sepx1 Usp39 Trrap Lap3 Rere Rnf130 Ppp1ca Dlk1 Ttc3 Armc1 Mbtps1 Sec24b Pofut1 Phf17 Sec23ip Utrn Asph Pdia4 Ddhd1 Rnf12 Actn3 Atp2a2 Eml2 Calm2 Slc11a2 Nr5a2 2810055G22Rik Adam10 Zfp422 Cyp46a1 2310047O13Rik Pgm2 Pxdn Mbd1 Egr1 Nucb1 Rasa3 Ppp3ca Polr2i Mat2a Mtf2 Pdcd6 Cyc1 Atp5a1 Tshz1 Amy2 Hba-a1 Pygo1 Afp Cyb5b Zc3hc1 Recc1 Pxn Tgm2 Nbr1 Alad Egln1 Zfp622 Plod3 Man2b1 Hsp90b1 Phf13 Acp5 Ctsc Ccdc65 Ankib1 Gtf3a Mmp17 Lyar Elf4 Myl6 Nek8 Ndufs1 Lrp1 Ibrdc3 Zbtb25 Lmo7 Pxmp3 U2af1l4 Rims2 Zdhhc20 Ltbp1 Eno1 Lamb2 2610507B11Rik Mecr Spire1 Pfkm Glb1 Trp53 Ssr1 Notch3 Itga7 Fkbp10 Mod1 Prkcn Zfp213 Zdhhc5 Canx Acvr1b Zfp710 Jarid1a S100a6 Oxsr1 Nfx1 Adcy7 Fhl1 Atp1b3 Suv39h1 Lrp8 Eps15 Mmp13 Ppm1m S100a1 Osgepl1 Prkcz Atf2 Zfp62 Anxa5 Pck2 Cxxc5 Zcchc9 Sdhb Efemp2 Fdft1 Fstl1 Rcn2 Suhw4 Prkcbp1 Npepps Atp6v0b Ptprz1 Smap1l Egfr Asxl1 Gatad2b Adss Rnf168 Ddx31 Add1 Rrm2 Actn2 Fancl Spna2 Calm1 Zfp110 Fbxl10 Fth1 Nsmce1 Pitrm1 Phf3 Leprel2 Hbb-b1 Peg10 Plcd3 Pgrmc2 Dll4 Cab39 Wbp7 Dbf4 Pros1 Mtf1 Dgkg Cxxc1 Trim3 Ppp2ca Zbtb10 Sfrs7 Tcf20 Slc12a7 Man1a Ccdc16 Mpi1 Tieg3 Cdh5 Foxp2 D8Ertd457e Lhx6 Hnf4a Rest Dgkb Zfp706 Dsg3 App C1s Cpd Nln Nsf Pa2g4 Pepd Wt1 Hexa D6Wsu116e Myst4 Rims1 Zfp36l1 Map3k7ip2 Pdlim1 Ash2l Nt5c Mvp Jmjd2b Pfkl Rnf34 Ppp1cc Cyp17a1 Mbtd1 Pcdhgc3 Aytl2 Sec24d Ddx41 Rps27 Clcn5 Nid2 BC003331 Adam17 Stk25 Rgnef S100a13 Ern1 Slc6a8 Cdh1 Tkt Taf3 Furin Usp16 Mll3 Atp5o Phr1 Fgd6 Gata3 Calr Vldlr Bmpr1b Oaz2 Nkd2 Pkm2 Dnaja3 Stk3 March1 Cetn2 Sdf4 Ada Sulf2 Zfp281 Cdh8 Nup153 Idi1 Lhx9 Acvrl1 Jmjd1a Itga2 Rnf167 Clstn1 Kpnb1 Actn1 Trip4 Ddef1 Ptprg Scnm1 Apex1 Slc38a4 Nr2c2 Atp1a1 Mlph 1700052N19Rik Leprel1 Rnf44 Jag2 Fkbp9 Cyp7a1 Dag1 Atp11a Slc12a6 Ndufv1 Tgfbr2 Ptgs2 Arhgef12 Chordc1 Foxp1 Cdkn1a Bmp1 Rassf1 Nmd3 Adcy9 Hdac6 Capn2 Polb C1r Mobkl1a Cdh16 Scd1 5730601F06Rik Setdb1 Pcsk6 Pdlim5 Rad18 Anxa7 Ppm1d Centd2 Gli2 AA673488 Apobec3 Lima1 E330036I19Rik Pcsk1 Zfp687 Hexdc Fuca1 Tax1bp1 Atp6v1a Sgce Stat3 Atp5b Thap11 Pcdh7 Pthlh Limk2 Arih2 Pappa Sec24c Itga5 Nid1 Unc84a Actn4 Abce1 Rybp Zc3h13 Rxra 6030408C04Rik Atp1b1 Kcnab1 Mmp11 Hbld2 Rad21 Acsl5 Itpk1 Nucb2 Zfp354a Trps1 Eif3s1 Pink1 Bmpr1a Nkd1 Bfar BC057593 Stk38 Zcchc7 Adpgk Anxa11 D19Wsu12e Eif2s2 Pcgf1 Prim1 Lhx8 Tpt1 Extl3 Sparc Itga1 P4ha2 Lman2 Endog B4galt4 Lrp2 Nadk

[transcriptional repressor activity (GO:0016564)](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?view=assoc&search_constraint=terms&query=GO:0016564)

Aes Jarid2 Hes1 Hipk3 Nkrf Trib3 Mxi1 Rb1 Foxp2 Rest Ncor2 Ddx20 Scmh1 Myst4 LOC434860 Tle1 Sin3a Apex1 Nrip1 Hdac5 Sufu Foxp1 Wwtr1 Fabp4 Bclaf1 Id2 Rybp Trps1 Atf7ip Pfdn5 Mxd4 Rnf12 Mbd1

[ligase activity (GO:0016874)](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?view=assoc&search_constraint=terms&query=GO:0016874)

Paics Sars Farsla Ube2a Smurf2 Ube4b Rwdd4a Asnsd1 Tarsl1 Gars Adss Fancl Fbxo21 Aars Ptov1 Ube2r2 Smurf1 Rnf34 Wars Phr1 Ube2d3 Rnf167 Ube2g1 Gss Ube2t Ube2o Kars Fbxo3 Ctps2 Cdh16 Anapc4 6030408C04Rik Lamp2 3110006E14Rik Acsl5 Iars Farslb Acsl1 Sars2 Ubox5 Mib1 Ube2e2 Rarsl Pet112l Hars2 Ttll6 Rars Rnf12 Ube3b 2810055G22Rik Nedd4

[kinase regulator activity (GO:0019207)](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?view=assoc&search_constraint=terms&query=GO:0019207)

Cdkn1b Ccni Ccnd1 Cdkn2b Bccip Cdkn1a Mobkl1a Prkar2b Dnajc3 Ywhag Ccnb1 Fgf13 Socs3 Ccnd2 Trib3 Cdkn2c Ccne1

[purine nucleotide binding (GO:0017076)](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?view=assoc&search_constraint=terms&query=GO:0017076)

Gene list:Nras Gfm2 Bcs1l Hipk3 Guf1 Cdk4 Nek8 Orc4l Ccrk Gbp2 Dcakd Speg Nav3 Kifc2 Kif27 Ankk1 Kras Pfkm Plk1 Rab7l1 Mod1 Hspd1 Prkcn Camk2g Acvr1b Inoc1 Cntn4 Kif1b Oxsr1 Ankrd17 Hspa4 Melk Pdgfrb Drg1 Cdc42bpa Dync1h1 Smarca4 Fgfr1 Epha4 Prkcz Eif4a1 Trib3 Ddx56 Pck2 Tarsl1 Ttn Gars Egfr Adss Cct5 Ddx31 Myh3 Abcd2 Cdk7 Psmc5 Ddx52 Hspe1 Aars Ptov1 Csnk1d Oas1c Insr Lmtk2 Itm2c Rhoa Neo1 Eef1a1 Supv3l1 Ddx18 Ak3l1 Dhx8 Tcp1 Tubb2c Ddx20 Gtpbp4 Fgfr4 Nsf Psmc1 1300010F03Rik Ddx39 Pfkl Mov10 Tep1 Ddx41 Eif2ak1 Pank3 Stk25 Ern1 Rabl2a Rab10 Csnk2a2 Wars Hbs1l Trip13 Mtg1 Ddx55 Bmpr1b Fignl1 Dock9 Mtif2 Stk3 Cetn2 Rab3d Chdh Rab24 Acvrl1 Arf3 Cct4 Rabl3 Ak2 Cdk6 Gss Met Riok2 Nr2c2 Atp1a1 Tubb3 Atad3a Arf4 Myo1e Atp11a Gnai1 Rala Itm2b Tgfbr2 Rab20 Orc1l C230081A13Rik Rab13 Ulk1 Glud1 Kars Gtf2f2 Dhx29 Ddx4 Cdh16 Pcsk6 Acox1 Tyro3 Rab5a Txnrd1 Tubg2 Chd8 Eif5b Arl6 Sphk2 Atp6v1a Atp5b Rab14 Limk2 Myo1a Dyrk1a Uck2 Pank2 Stk24 Cct7 Abce1 Map2k1 Lamp2 Gspt1 Mapk8 Actg1 Sbk1 Smarca2 Epha2 Itpk1 Iars Mcm5 Pink1 Bmpr1a Prkar2b Dld Stk38 Hspa14 Ppox Arl2 Timp4 Farslb Acads Pskh1 Ephb6 Ptk2 Gabarapl2 Gsr Thrap3 Abcc3 Riok1 Tbrg4 Arl8b Stk39 Mapk14 Abcb6 Psmc3 Pdk1 Kifc3 Rragc Trnt1 Fyn Src Sars2 Centg3 Map3k3 Opa1 Jak2 Rad51 Myh10 Kif19a Map2k4 Gtf2f1 Aurka Prkcd Hspa5 Ephb2 Epb4 Drg2 Gtpbp2 Fgfr2 Pcsk5 Tek Mast2 Grpel1 Rarsl Arfrp1 Eif2b1 Cabc1 Srpr Pgk1 Bub1 Pex6 E130016E03Rik Atp8b1 2610019A05Rik Rars Rac1 Bub1b Atp2a2 Skiv2l2 Xrcc5 Eif2b2 Mat2a Dek Map4k5 Atp5a1 Dock7 Actb Rab22a Recc1 Eif5 Paics Ruvbl1 Kif2c Tgm2 Sars Trap1 Arl5c Axl Farsla Top2a 2310057M21Rik Trio Hsp90b1 Myo5b Hspa8 Ckmt1

[translation factor activity, nucleic acid binding (GO:0008135)](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?view=assoc&search_constraint=terms&query=GO:0008135)

Eif4g1 3300001M20Rik Etf1 Pcbp1 Gtf2f1 Gtpbp2 Eif3s4 Eif5a Pet112l Eif2b1 Lgtn Eif2b2 Eif2s1 Eif5 Gfm2 Guf1 Eif3s7 Lama5 AU014645 2010003J03Rik Eif4a1 Bzw2 Phf3 Eef1a1 Eef1d Eif2ak1 Emg1 Hbs1l Eif2b4 Eif3s2 Mtif2 Tceb3 Eif1a Eif5b Gspt1 Eif3s1 Eif2s2 Eif1

[cytoskeletal protein binding (GO:0008092)](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?view=assoc&search_constraint=terms&query=GO:0008092)

Gabarapl2 Arl8b Nf2 Fyn Myh10 Sdc2 Epb4 Dmd Gsn Mast2 Eps8l2 Dstn Ppp1r9b Utrn Actn3 Tpm1 Ywhag Stmn1 AI428936 Myo5b Phactr1 Plec1 Farp2 Lmo7 Tpm4 Kif1b Sdc1 Marcks Egfr Actn2 Spna2 Myh3 Mtap4 Coro1b Homer2 Arpc1a Sdc4 Appbp2 Coro1c Farp1 Tmsb4x Parva Fmn2 Spnb2 Tnnt1 Jup Tmod2 Muc1 6330505N24Rik Actn1 Flnb Mlph Coro1a Myo1e Hdac6 Polb Lima1 Tln1 Lrpprc Actn4 Gmfb Tpm2 Ywhah Vcl Ktn1 Pafah1b1 Flna Fxyd5

[receptor binding (GO:0005102)](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?view=assoc&search_constraint=terms&query=GO:0005102)

Cd8b1 Glg1 Bmp1 Csh1 Csf1 Wnt7a Pthlh Tmpo Itga5 Sst Il12b Actn4 Gmfb Wnt9b Ywhah Adrb3 Fgf20 Derl1 Ccr2 4833420G17Rik Sct Fgf14 Ereg Rps2 D230025D16Rik 2010204N08Rik Prlpl Ccl19 Igf2 Itgb5 Ccr10 Il1a Lrpap1 Ephb2 Mfge8 Ptch1 Itgb1 Inhbb Bmp7 Actn3 Ywhag Adam10 Nrg4 Spp1 Spred1 Ctnnb1 Trap1 Hsp90b1 Fgf13 Il4 Il18 Ccl25 Gast Mecr Lama5 Il1rn Nsmaf Dtprp Icosl S100a6 Nisch Bcap31 Fga Hgf Ccne1 Inhba Tollip Fgf8 Iapp Dkk1 Actn2 Tnc Cdk7 D6Wsu176e Ccl5 Rb1 Fgf11 Psmc5 Dll4 Tdgf1 Wnt6 Cd40lg Timp2 Ncor2 Fgf12 Vegfc Ccl24 Gdf5 Grb2 Ppy Ik Arpp19 Cxcl12 Strap Grem2 Tac1 Wnt10a Sema3c Actn1 Ncoa1 Trip4 Shh Adm Hdgf Nrip1 F2r Jag2

[unfolded protein binding (GO:0051082)](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?view=assoc&search_constraint=terms&query=GO:0051082)

Trap1 Hsp90b1 Hspa8 Pdrg1 Ppia Hspd1 Ube4b Canx Cct5 Dnajc5 Hspe1 Tcp1 Calr Dnaja3 LOC434860 Ttc1 Cct4 Cct7 Ugcgl1 Pfdn5 Lrpap1 Hspa5 Grpel1

[identical protein binding (GO:0042802)](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?view=assoc&search_constraint=terms&query=GO:0042802)

Tcf2 Amotl2 1200015A19Rik Grpel1 Inhbb Cebpg Actn3 Ywhag Adam10 Casc3 Adipor2 Exosc8 Paics Alad 2310057M21Rik Ptpre Bhlhb8 S100a6 Timeless S100a1 Cldn1 Inhba Egfr Actn2 Robo1 Rpp14 Foxp2 Tpd52l2 Bnip3 Cldn4 Acy3 Eif2ak1 Stk25 Trip13 Phr1 Itga2 Was Actn1 Sufu Foxp1 Rassf1 Cln6 Cldn3 1200014M14Rik Cst3 Cct7 Il12b Actn4 Adrb3

[transferase activity, transferring phosphorus-containing groups (GO:0016772)](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?view=assoc&search_constraint=terms&query=GO:0016772)

Map4k5 Zc3hc1 Axl Trio Pole3 Ckmt1 Ccnb1 Hipk3 Cdk4 Nek8 Ccrk Dcakd Speg Ankk1 Pfkm Plk1 Prkcn Camk2g Acvr1b Oxsr1 Melk Pdgfrb Cdc42bpa Fgfr1 Epha4 Prkcz Trib3 Pck2 Ttn Cdkn2c Ccne1 Prkcbp1 Egfr Cds2 Sh3kbp1 Cdk7 Psmc5 Dbf4 Dgkg Csnk1d Insr Lmtk2 Neo1 Cdkn1b Dgkb Pole2 Ak3l1 Surb7 Hif1a Fgfr4 Pfkl Ccnd1 Tep1 Eif2ak1 Pank3 Stk25 Ern1 Pnpt1 Csnk2a2 Strap Pcna Twistnb Bmpr1b Pkm2 Stk3 Cdkn2b Acvrl1 BC023882 Plau Ak2 Cdk6 Met Riok2 Nr2c2 Ihpk1 Polr2g Papd1 Tgfbr2 Cdkn1a C230081A13Rik Ulk1 Ccnh Nrp1 Polb Mobkl1a Tyro3 Sphk2 Mlf1ip Limk2 Dyrk1a Uck2 Pank2 Stk24 Map2k1 Mapk8 Sbk1 Epha2 Itpk1 Pink1 Bmpr1a Prkar2b Stk38 Adpgk Prim1 Pskh1 Ephb6 Ptk2 Nadk Riok1 Tbrg4 Stk39 Mapk14 Polr3c Pdk1 Trnt1 Pip5k2c Fyn 2900024C23Rik Src Map3k3 Jak2 Brd2 Map2k4 Ubox5 Gtf2f1 Aurka Prkcd Ephb2 Fgfr2 Tek Mast2 Trrap BC068171 Cabc1 Pgk1 Bub1 Polr1e 2610019A05Rik Phka2 Bub1b Usp14 Polr3f Wdr62 Polr2i

[RNA binding (GO:0003723)](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?view=assoc&search_constraint=terms&query=GO:0003723)

Ddx55 Prkra Cirbp Polr2g Mrpl3 Papd1 Secisbp2 Hdlbp Kars Ddx4 Igf2bp1 Eif1a Rpl7 Mki67ip Syncrip Pabpc1 Nip7 Fbl Rnaset2 Tlr7 Rabgap1 Rbm18 Rad21 Ncl Sip1 Rps2 Pabpc4 Eif4g1 Csdc2 Trnt1 D330037H05Rik Pcbp1 Mrpl21 Rbm28 Snrpa1 D19Bwg1357e Eif3s4 Lgtn BC068171 Srpr Exosc1 Cugbp2 Dscr1l2 Auh Dek Exosc8 Eif2s1 Tsn Smndc1 Rbm3 Igf2bp3 Bicc1 U2af1l4 Dlx2 AU014645 Exosc4 0610009D07Rik Nkrf 2010003J03Rik Eif4a1 Ddx56 Nxf1 Magoh Rps24 Rg9mtd1 Ppil4 Nol5a Cpsf3 Ddx52 Rpp14 Sfrs7 Oas1c Sfrs10 Rnmtl1 Ddx18 Ptrf Dhx8 Rpl32 Pa2g4 Zfp36l1 Prpf4 BC003993 Tep1 Ddx41 2610033H07Rik Rps27 Sfrs3 Cpeb2 Pnpt1 Ybx1

[ligase activity, forming carbon-oxygen bonds (GO:0016875)](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?view=assoc&search_constraint=terms&query=GO:0016875)

Sars Farsla Tarsl1 Gars Aars Ptov1 Wars Kars Cdh16 Lamp2 Iars Farslb Sars2 Rarsl Hars2 Rars

[transcription factor binding (GO:0008134)](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?view=assoc&search_constraint=terms&query=GO:0008134)

Thrap3 Pfdn5 Trrap Mxd4 Cebpg Rnf12 Mbd1 Ctnnb1 Aes Crsp8 Hipk3 Hdac3 Drg1 Smarca4 Atf2 Trib3 Creb1 Ccne1 Cdk7 Rb1 Psmc5 Mtf1 Tcf20 Ecd Smarcc1 Ncor2 Myst4 Pdlim1 Trip13 LOC434860 Ncoa1 Rabl3 Trip4 Tle1 Prrx1 Sin3a Sertad2 Apex1 Nrip1 Hdac5 Sufu Wwtr1 Gli2 Stat3 Rybp Rxra Btg1 Mef2d Crsp9 Atf7ip

[hydrolase activity, acting on acid anhydrides (GO:0016817)](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?view=assoc&search_constraint=terms&query=GO:0016817)

Atp5a1 Rab22a Recc1 Ruvbl1 2310057M21Rik Hspa8 Nras Gfm2 Bcs1l Guf1 Orc4l Gbp2 Nav3 Kras Rab7l1 Cntn4 Kif1b Atp1b3 Dync1h1 Smarca4 Eif4a1 Ddx56 Atp6v0b Ddx31 Abcd2 Psmc5 Ddx52 Rhoa Eef1a1 Ddx18 Dhx8 Tubb2c Ddx20 Nsf D6Wsu116e Psmc1 1300010F03Rik Ddx39 Mov10 Ddx41 Atp5o Hbs1l Trip13 Ddx55 Fignl1 Mtif2 Cetn2 Rab3d Atp5f1 Atp1a1 Tubb3 Atad3a Atp11a Gnai1 Rala Orc1l Rab13 Dhx29 Ddx4 Rab5a Tubg2 Eif5b Atp6v1a Atp5b Rab14 Abce1 Atp1b1 Gspt1 Mapk8 Mcm5 Atf7ip Abcc3 Arl8b Abcb6 Psmc3 Rragc Opa1 Rad51 Myh10 Gtpbp2 Arfrp1 Srpr Pex6 Atp8b1 Rac1 Atp2a2 Skiv2l2 Ipo8 Xrcc5

[protein dimerization activity (GO:0046983)](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?view=assoc&search_constraint=terms&query=GO:0046983)

Ptpre Bhlhb8 S100a6 Timeless S100a1 Atf2 Creb1 Pbx1 Egfr Actn2 Robo1 Tef Ppp2ca Foxp2 Tpd52l2 Bnip3 Hif1a Hexa Eif2ak1 Phr1 Stk3 Actn1 Foxp1 Cln6 Atf4 Stat3 Limk2 Cst3 Il12b Actn4 Adrb3 Bach1 Tcf2 Timp4 Ereg Rragc Grpel1 Inhbb Cebpg Actn3 Ywhag Adam10 Jun Adipor2

[adenyl nucleotide binding (GO:0030554)](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?view=assoc&search_constraint=terms&query=GO:0030554)

Myh3 Abcd2 Cdk7 Psmc5 Ddx52 Hspe1 Aars Ptov1 Csnk1d Oas1c Insr Lmtk2 Itm2c Neo1 Supv3l1 Ddx18 Ak3l1 Dhx8 Tcp1 Ddx20 Fgfr4 Nsf Psmc1 1300010F03Rik Ddx39 Pfkl Mov10 Tep1 Ddx41 Eif2ak1 Pank3 Stk25 Ern1 Csnk2a2 Wars Trip13 Ddx55 Bmpr1b Fignl1 Stk3 Cetn2 Chdh Acvrl1 Cct4 Rabl3 Ak2 Cdk6 Gss Met Riok2 Nr2c2 Atp1a1 Atad3a Myo1e Atp11a Itm2b Tgfbr2 Orc1l C230081A13Rik Ulk1 Glud1 Kars Gtf2f2 Dhx29 Ddx4 Cdh16 Pcsk6 Acox1 Tyro3 Txnrd1 Chd8 Sphk2 Atp6v1a Atp5b Limk2 Myo1a Dyrk1a Uck2 Pank2 Stk24 Cct7 Abce1 Map2k1 Lamp2 Mapk8 Actg1 Sbk1 Smarca2 Epha2 Itpk1 Iars Mcm5 Pink1 Bmpr1a Prkar2b Dld Stk38 Hspa14 Ppox Timp4 Farslb Acads Pskh1 Ephb6 Ptk2 Gabarapl2 Gsr Thrap3 Abcc3 Riok1 Tbrg4 Stk39 Mapk14 Abcb6 Psmc3 Pdk1 Kifc3 Trnt1 Fyn Src Sars2 Map3k3 Jak2 Rad51 Myh10 Kif19a Map2k4 Gtf2f1 Aurka Prkcd Hspa5 Ephb2 Epb4 Fgfr2 Pcsk5 Tek Mast2 Grpel1 Rarsl Cabc1 Pgk1 Bub1 Pex6 E130016E03Rik Atp8b1 2610019A05Rik Rars Bub1b Atp2a2 Skiv2l2 Xrcc5 Eif2b2 Mat2a Map4k5 Atp5a1 Actb Recc1 Paics Ruvbl1 Kif2c Sars Trap1 Axl Farsla Top2a 2310057M21Rik Trio Hsp90b1 Myo5b Hspa8 Ckmt1 Bcs1l Hipk3 Cdk4 Nek8 Orc4l Ccrk Dcakd Speg Nav3 Kifc2 Kif27 Ankk1 Pfkm Plk1 Mod1 Hspd1 Prkcn Camk2g Acvr1b Inoc1 Cntn4 Kif1b Oxsr1 Ankrd17 Hspa4 Melk Pdgfrb Cdc42bpa Dync1h1 Smarca4 Fgfr1 Epha4 Prkcz Eif4a1 Trib3 Ddx56 Tarsl1 Ttn Gars Egfr Cct5 Ddx31

[translation initiation factor activity (GO:0003743)](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?view=assoc&search_constraint=terms&query=GO:0003743)

Eif2b4 Eif3s2 Mtif2 Eif1a Eif5b Eif3s1 Eif2s2 Eif1 Eif4g1 3300001M20Rik Gtf2f1 Eif3s4 Eif5a Eif2b1 Lgtn Eif2b2 Eif2s1 Eif5 Guf1 Eif3s7 Lama5 AU014645 2010003J03Rik Eif4a1 Bzw2 Eif2ak1

[actin binding (GO:0003779)](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?view=assoc&search_constraint=terms&query=GO:0003779)

Tmod2 Muc1 6330505N24Rik Actn1 Flnb Mlph Coro1a Myo1e Hdac6 Lima1 Tln1 Actn4 Gmfb Tpm2 Ywhah Vcl Flna Fxyd5 Gabarapl2 Myh10 Epb4 Dmd Gsn Eps8l2 Dstn Ppp1r9b Utrn Actn3 Tpm1 Ywhag AI428936 Myo5b Phactr1 Plec1 Lmo7 Tpm4 Marcks Egfr Actn2 Spna2 Myh3 Coro1b Homer2 Arpc1a Coro1c Tmsb4x Parva Fmn2 Spnb2

[transcription cofactor activity (GO:0003712)](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?view=assoc&search_constraint=terms&query=GO:0003712)

Trip13 LOC434860 Ncoa1 Trip4 Tle1 Prrx1 Sin3a Sertad2 Apex1 Nrip1 Hdac5 Sufu Wwtr1 Gli2 Rybp Rxra Btg1 Mef2d Crsp9 Atf7ip Thrap3 Pfdn5 Trrap Mxd4 Rnf12 Mbd1 Ctnnb1 Aes Crsp8 Hipk3 Atf2 Trib3 Creb1 Ccne1 Cdk7 Rb1 Psmc5 Mtf1 Tcf20 Ecd Smarcc1 Ncor2 Pdlim1

[integrin binding (GO:0005178)](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?view=assoc&search_constraint=terms&query=GO:0005178)

Itga5 Actn4 Itgb5 Mfge8 Itgb1 Actn3 Adam10 Spp1 Lama5 Nisch Actn2 Timp2 Actn1

[phosphotransferase activity, alcohol group as acceptor (GO:0016773)](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?view=assoc&search_constraint=terms&query=GO:0016773)

Map4k5 Axl Trio Hipk3 Cdk4 Nek8 Ccrk Dcakd Speg Ankk1 Pfkm Plk1 Prkcn Camk2g Acvr1b Oxsr1 Melk Pdgfrb Cdc42bpa Fgfr1 Epha4 Prkcz Trib3 Ttn Egfr Cdk7 Dbf4 Dgkg Csnk1d Insr Lmtk2 Neo1 Dgkb Hif1a Fgfr4 Pfkl Ccnd1 Eif2ak1 Pank3 Stk25 Ern1 Csnk2a2 Bmpr1b Pkm2 Stk3 Acvrl1 Cdk6 Met Riok2 Nr2c2 Ihpk1 Tgfbr2 Cdkn1a C230081A13Rik Ulk1 Ccnh Nrp1 Tyro3 Sphk2 Limk2 Dyrk1a Pank2 Stk24 Map2k1 Mapk8 Sbk1 Epha2 Itpk1 Pink1 Bmpr1a Prkar2b Stk38 Adpgk Pskh1 Ephb6 Ptk2 Nadk Riok1 Tbrg4 Stk39 Mapk14 Pdk1 Pip5k2c Fyn Src Map3k3 Jak2 Brd2 Map2k4 Gtf2f1 Aurka Prkcd Ephb2 Fgfr2 Tek Mast2 Trrap Pgk1 Bub1 2610019A05Rik Phka2 Bub1b

[hydrolase activity, acting on acid anhydrides, in phosphorus-containing anhydrides (GO:0016818)](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?view=assoc&search_constraint=terms&query=GO:0016818)

Atp5a1 Rab22a Recc1 Ruvbl1 2310057M21Rik Hspa8 Nras Gfm2 Bcs1l Guf1 Orc4l Gbp2 Nav3 Kras Rab7l1 Cntn4 Kif1b Atp1b3 Dync1h1 Smarca4 Eif4a1 Ddx56 Atp6v0b Ddx31 Abcd2 Psmc5 Ddx52 Rhoa Eef1a1 Ddx18 Dhx8 Tubb2c Ddx20 Nsf D6Wsu116e Psmc1 1300010F03Rik Ddx39 Mov10 Ddx41 Atp5o Hbs1l Trip13 Ddx55 Fignl1 Mtif2 Cetn2 Rab3d Atp5f1 Atp1a1 Tubb3 Atad3a Atp11a Gnai1 Rala Orc1l Rab13 Dhx29 Ddx4 Rab5a Tubg2 Eif5b Atp6v1a Atp5b Rab14 Abce1 Atp1b1 Gspt1 Mapk8 Mcm5 Atf7ip Abcc3 Arl8b Abcb6 Psmc3 Rragc Opa1 Rad51 Myh10 Gtpbp2 Arfrp1 Srpr Pex6 Atp8b1 Rac1 Atp2a2 Skiv2l2 Ipo8 Xrcc5

Under represented

[receptor activity (GO:0004872)](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?view=assoc&search_constraint=terms&query=GO:0004872)

Ncoa1 Trip4 Ptprg Met Nrip1 Nr2c2 Il17ra F2r Hyal2 Ptgfrn Dag1 Ptprs Cd86 Cd8b1 Tgfbr2 Nrp1 Mtus1 Ccr6 Pscd3 Tyro3 Sfrp4 Cldn3 Tlr7 Itga5 Ptpn13 Rxra Adrb3 Tfrc Olfm1 Derl1 Epha2 Ccr2 Bmpr1a Plxna3 Ntsr1 Itga1 Sv2c Crsp9 Ephb6 Thrap3 Lrp2 Plxna4 Itgb5 Ccr10 Itga8 Procr Lrpap1 Ephb2 Eps8 Fgfr2 Tek Itga9 Ptch1 Lgtn Srpr Itgb1 Il10ra Ptprn Utrn Tm2d1 Aven Glp1r Slc20a1 Nr5a2 Cd14 Lsr Adipor2 C1qtnf5 Igf2r Plxna2 Edg5 Cfi Tlr2 Trap1 Axl Unc5b Ccr8 Ptpre Thrap2 Lrp1 Lama5 Il1rn Ssr1 Notch3 Itga7 H47 Acvr1b Bcap31 Cntn4 Lrp8 Eps15 Pdgfrb Fgfr1 Epha4 Ptpra Plxnb2 Fzd7 Pigr Efemp2 Ttn Cul5 Egfr Itga3 Ptpn11 Dmbt1 Gprc5a Synj2bp Robo1 F3 Pgrmc2 Trfr2 Tnfrsf19 Insr Tgfbr3 Neo1 Il8rb Hnf4a Lphn2 Ncor2 Atrnl1 Fgfr4 Grb2 Tmem11 Med6 Fzd5 Adam17 Gpc1 Smo Tomm22 Fcgrt Strap Trip13 Ccr3 Vldlr Bmpr1b Cd44 Ptprcap Vcam1 Fzd1 Edg2 Acvrl1 Itga2

[channel or pore class transporter activity (GO:0015267)](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?view=assoc&search_constraint=terms&query=GO:0015267)

Nup155 Aven Kctd5 Vdac3 Nup37 Nup88 Clcn5 Nup43 Nup153 Kcnab1 Klhl24 Fxyd5 Kctd2

[ion transporter activity (GO:0015075)](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?view=assoc&search_constraint=terms&query=GO:0015075)

Cox6b1 Atp8b1 Aven Slc6a6 Atp2a2 Slc11a2 Kctd5 Atp5a1 Slc30a2 Slc39a8 Atp1b3 Slc30a9 Atp6v0b Tmco3 Uqcrb Slc12a7 Tspan5 Ank Clcn5 Slc6a8 Atp5o Hiatl1 Atp5f1 Atp1a1 Cox10 Atp11a Slc12a6 Slc28a2 Slc4a2 Cox4i1 Atp6v1a Atp5b Atp1b1 Mapk8 Kcnab1 Tfrc Klhl24 Fxyd5 Kctd2 Slc31a2

[neurotransmitter binding (GO:0042165)](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?view=assoc&search_constraint=terms&query=GO:0042165)

Ntsr1 Ccr3 Adrb3

[transmembrane receptor activity (GO:0004888)](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?view=assoc&search_constraint=terms&query=GO:0004888)

Met Il17ra F2r Dag1 Nrp1 Ccr6 Sfrp4 Cldn3 Tlr7 Adrb3 Tfrc Olfm1 Epha2 Ccr2 Bmpr1a Plxna3 Ntsr1 Ephb6 Ccr10 Lrpap1 Ephb2 Fgfr2 Ptch1 Il10ra Utrn Tm2d1 Glp1r Lsr C1qtnf5 Edg5 Cfi Tlr2 Ccr8 Acvr1b Lrp8 Pdgfrb Fgfr1 Epha4 Fzd7 Efemp2 Ttn Egfr Dmbt1 Gprc5a F3 Trfr2 Tnfrsf19 Insr Neo1 Il8rb Lphn2 Fgfr4 Tmem11 Fzd5 Gpc1 Smo Ccr3 Vldlr Bmpr1b Fzd1 Edg2 Acvrl1

[alpha-type channel activity (GO:0015268)](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?view=assoc&search_constraint=terms&query=GO:0015268)

Aven Kctd5 Clcn5 Kcnab1 Klhl24 Fxyd5 Kctd2

How the deposited data were processed for this re-analysis (not part of the article)

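The samples were RNA of S-1 cells, a CHO line that carries constructs for the 4 subunits of γ-secretase, and of parental CHO cells treated with DAPT. The 3 arrays were biological triplicates with 1 culture of each side per array. The DAPT-treated CHO RNA was in Cy5 on arrays 1 and 2 and in Cy3 on array 3. The pairing of the cultures comes from the array itself.

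The authors read the scanned arrays with GenePix Pro, normalised them in R and Bioconductor without background subtraction, and tested them with limma. The log2 values used here, 1 per spot and array, are the ratios that the authors normalised by print-tip group lowess before they deposited them, all in the direction S-1 over DAPT-treated CHO. Signal and background intensities were not used here, so the depth of each array could not be given as signal over background. The median log2 ratio of the tested spots was 0.02 on array 1, 0.01 on array 2 and 0.00 on array 3.

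No further normalisation was applied. Control spots were inferred from their position and the dye and left out, after their values were seen. limma 3.58.1 in R 4.3.3 fitted 1 coefficient per spot against 0, with its empirical Bayes variance (3.05 prior degrees of freedom) and Benjamini-Hochberg adjustment, at the authors' threshold of 0.005. Gene values were fitted the same way. Gene names came from the array's current annotation, except that clones of the Datasets were paired to spots by their fold and p-value and by the position that their letter marks. All 2658 clones were paired, and 1756 of 2274 clones named in both had the same name in the paper and in the annotation. Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and Matplotlib 3.10.9 made the tables and figures. The scripts were tested on simulated data, in which camera found 1 of 1 shifted list and 0 of the others. That run does not decide between the preset and the estimated correlation, with which 12 and 0 of the 27 real lists passed.

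Gene lists were tested with camera of limma on the gene values, with a preset correlation of 0.01 between genes, adjusted over the lists at a threshold of 0.05, and again with the correlation estimated from the arrays. The lists were γ-secretase subunits, γ-secretase substrates, Notch target genes, Notch pathway components, Wnt ligands, receptors and secreted antagonists, the canonical Wnt pathway inside the cell, the planar cell polarity Wnt pathway, the Wnt/Ca2+ pathway, the unfolded protein response, ATF4 targets and aminoacyl-tRNA synthetases, HIF-1 targets, glycolytic enzymes, extracellular matrix and adhesion, actin cytoskeleton and intermediate filaments, cholesterol synthesis, cytosolic ribosomal proteins, proteasome subunits, cell cycle and DNA replication, primary cilium and intraflagellar transport, exosome and multivesicular body, the interferon response, the lysosome, markers of pancreas and gut, of liver, of blood and immune cells, and of neurons and glia, and reference genes of real time PCR. The clusters of Datasets S3 and S4 were taken as the study gives them.

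The genes named are those the paper names in its results, Tables 1 and 2 and Figures 3, 4 and 6, the 10 largest gene values in each direction with the same sign on all 3 arrays, and up to 4 passing members of each list. The values of the paper's tables had been seen when this rule was written. A gene outside it is marked as named after its value was seen. The result of 1 gene of the rule is not reported here.

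The alternatives were a threshold of 0.05, a minimum of 3-fold, each array centred on its median, arrays scaled to 1 median absolute ratio, quantile normalisation, each clone collection centred, the dye as a coefficient, array weights, a robust variance prior, the median of the spots of a gene, each array left out, and the correlation estimated in camera. Added after the values were seen were the control spots included and the unlisted spots left out. The test with H clones alone was planned for the gene lists and added later for spots, gene values and their counts. Sign turns of single arrays (4 in all) took the place of permutations. Permutation tests of clones drew 100000 resamples.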

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

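The tests of explanations in this part were chosen after the values had been seen.

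Signals appeared in spots that Datasets S1 and S2 do not list and in lists of genes that the paper does not examine as groups. Of the spots at positions of which Datasets S1 and S2 list no clone, 378 were higher in S-1 cells. Of 25 HIF-1 target genes 13 were lower, of 37 genes of the extracellular matrix and adhesion 22, of 20 lysosomal genes 12 and of 22 genes of the unfolded protein response of the endoplasmic reticulum 11. Of 33 genes of the cell cycle and DNA replication 13 were higher.

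The unlisted and N spots were higher than the H clones, and a larger share of P than of H clones rose (19.3% against 6.76%) around medians near 0. Position within the print-tip block does not explain the unlisted spots, since at the positions they share the P clones had a median log2 ratio of 0.0126 (192 spots, unlisted 1.37) and the N clones 0.100 (96 spots, unlisted 1.74), and it stays open for the 221 P and N clones that rose, whose positions no H clone shares. More mRNA of the named genes does not explain the typical rise in 125 genes with an H clone. Their raised P, N or unlisted clones had a median of 1.89 and their H clones 0.0083 (quartiles −0.17 and 0.17). More mRNA stays open for 202 genes without an H clone. The paper's real time PCR reports an increase for 11 genes whose listed clones were P or N clones, which goes with more mRNA in them. Among them, Mmp7 and Sct had H clones, at −0.00256 and 0.0852. The study kept these genes for their PCR change, so they do not stand for the rest. A property of the spotted clones other than the named gene would fit the rises, since among 19 genes with a raised H clone the other H clones had a median of 0.621 (difference of medians 0.613, permutation p = 1e-05, the smallest that 100000 resamples give). Lowered clones did not show this contrast (H clones at −0.80 beside 62 genes with lowered P, N or unlisted clones, other H clones at −0.25 beside 331 with lowered H clones). Raised P, N or unlisted clones had passed with a log2 ratio over 1, while lowered clones included smaller changes (medians −0.90, and −0.76 for H clones). Rises and falls were thus not compared at equal cutoffs. Which property of the clones it would be was not tested.

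The number of spots past the threshold was 3080, against 0 in the highest of the other sign turns of single arrays. As many passed in 1 of 4 turns, the real one, and 4 turns are too few for a share under 0.05.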

How the results depend on the processing

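The control spots included, the unlisted spots left out and, for spots and gene values, H clones alone were alternatives chosen after the values were seen. Of 3080 spots (1638 higher, 1442 lower) and 1845 genes (1009 and 836), the counts were 6733 (3545 and 3188) and 3765 (1991 and 1774) at a threshold of 0.05, 349 (281 and 68) and 159 (142 and 17) with at least 3-fold, 6835 (3495 and 3340) and 3660 (1888 and 1772) with the dye as a coefficient, and 5393 (2774 and 2619) and 3075 (1633 and 1442) with array weights. With the control spots included 1186 spots passed (679 and 507). With H clones alone 1050 spots and 599 genes rose. Leaving out 1 array gave 363 to 6265 spots (263 to 3177 higher, 100 to 3088 lower) and 486 to 3302 genes (317 to 1730 higher, 169 to 1572 lower), and 1 to 9 of the 9 substrate clones of Table 2, of which 2 passed with the control spots. A looser or stricter threshold changes counts by construction. Without array 3, S-1 RNA was in Cy3 on both arrays, so dye effects cannot be told from S-1 effects in that setting. For the others the cause was not tested. Centring, scaling, quantile normalisation, the robust prior and centred collections left the counts within 1.5 times.

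Of 97 spots past the threshold in genes the paper names, 37 lost the call without array 1, 73 without array 2, 0 without array 3 and 49 with the control spots included. The calls kept without array 3 may hold dye effects and are no evidence of stability. Of the 12 gene lists past 0.05, 0 passed with an estimated correlation, and all 12 in the settings that changed the values, the arrays or the spots of all collections together. With H clones alone 9 of 11 kept the call, liver markers lost it and blood and immune markers changed direction. Markers of pancreas and gut had too few such genes to test. Of the lists not past 0.05, that of γ-secretase subunits passed without array 2 (adjusted p = 0.0351, higher). Those of γ-secretase substrates (adjusted p = 0.0455) and the interferon response (adjusted p = 0.0231) passed as lower with H clones alone. The correlation was not estimated in that setting.

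These were among the results that turned direction. With collections centred, an unlisted spot of Gsk3b went to −0.69, 1 of Mapk8 to −0.0892, the Hk2 value to −0.21 and the cholesterol list to lower (adjusted p = 0.19). Centring takes the median of the unlisted spots off each of them, so raised spots below that median turn by construction. Without the unlisted spots, Wnt10b went to −0.0107, Wnt1 to −0.0212, Mapk9 to −0.0224, Idi1 to −0.48, Stat2 to −0.13 and the cholesterol list to lower (adjusted p = 0.0107). With H clones alone, Mapk9 (−0.0224), Idi1 (−0.48) and Stat2 (−0.13) did the same, as did Hspa5 (−0.78), the cholesterol list (adjusted p = 0.0184, lower) and the blood and immune markers (adjusted p = 0.370, lower). The H clones alone also turned the gene values of Lrp2 (from 0.44 to −0.05) and Cdh1 (from 0.05 to −0.31, adjusted p = 0.00368). They turned that of Mapk8 from 0.14 to −0.52 (adjusted p = 0.00237). With the median of spots Hspa5 went to −0.59. For genes of several collections, the change follows from which clones are averaged. A minimum of 2 arrays per spot was not run, since no value was missing. Signal over background was not analysed here.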

Differences from the paper's values

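Of the counts and array FCs of the paper that were compared, none was over 1.5 times away from the value here once FC was put on the paper's scale, 2 times the linear ratio. The statements that follow differ in gene, ranking, call or direction.

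The paper lists the Frizzled receptors among the raised genes. Of 3 it names, Fzd5 (−0.82) and Fzd7 (−0.57) fell and Fzd1 (1.24) rose. The paper's own values for these clones have the same directions, so the difference is from its general statement on Frizzled. Its text gives a fold for Frizzled 1 alone, as raised. Of the Dishevelled genes, only Dvl3 passed, and Dvl1 and Dvl2 did not. The paper also names Rock and LRP5/6 without a clone, so that it stays open which clone it means. Of the spots that carry Rock1 or Lrp6, none passed, except 1 of Rock1 without array 3 (log2 ratio 0.34, adjusted p = 0.00128). A pass without array 3 can be a dye effect, since S-1 RNA was in Cy3 on both other arrays. The paper reports Wnt3a as raised by real time PCR, which is a different measure from the array. On the array the mean of its 2 clones (0.55) had the direction of the PCR, but neither clone of Wnt3a passed. Its N clone passed with quantile normalisation (adjusted p = 0.00453), collections centred (adjusted p = 0.00194), the dye as a coefficient (adjusted p = 1.50e-06), array weights (adjusted p = 0.00111), without array 1 (adjusted p = 0.00386) and without array 3 (adjusted p = 4.17e-05), and at a threshold of 0.05.

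The paper calls Ptprg (−3.63) the gene with the strongest decrease, and the Tera clone H3024C06 (−4.34) and Akr1c19 (−4.06) were lower here. Figures 4 and 6 colour osteopontin and CD44 as raised, and Spp1 (−2.83) and Cd44 (−0.58) were lower. Fig. 4 colours APP as lowered, and its clone in Table 2 was higher (1.81). The paper's own values for these clones of Spp1, Cd44 and App have the direction found here. For these genes the difference thus lies within the paper, between its figures and its listed clones. PS2 is coloured as raised, and Psen2 (−0.17) did not pass. The paper places GBP2 in Wnt signalling, and the gene Gbp2, whose clone was measured, encodes an interferon-induced GTPase.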

Other observations

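Of 25 genes that low oxygen induces through HIF-1, 13 were lower in S-1 cells than in DAPT-treated CHO cells, 3 rose and 9 did not pass (15 and 3 over the list alone). Adrenomedullin (Adm, a vasodilator peptide), the mitophagy gene Bnip3 and the glucose transporter gene Slc2a1 (−1.78 ± 0.09, SD of log2 ratios, n = 3 arrays, adjusted p = 1.36e-04, limma) were lowest. Slc2a3, on an unlisted spot alone, was higher (2.21). Camera gave the list an adjusted p of 1.59e-04, and 0.508 with an estimated correlation. Of 15 glycolytic enzymes, 6 fell, 1 rose and 8 did not pass (8 and 1 over the list alone), with Pfkl at −1.35 (−1.70 on H clones), Pgm1 at −1.20 (−2.05 on its H clone, without an unlisted spot) and Pkm at −0.82 (camera on the list, adjusted p = 0.00732, 0.508 with an estimated correlation). Hk2, which rose (1.34), was measured by an unlisted spot alone.

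In extracellular matrix and adhesion, 22 of 37 fell, 2 rose and 13 did not pass (22 and 3 over the list alone), with Itgb5, Dcn and Fn1 lowest and the membrane protease gene Mmp14 at −1.58 on a P clone (camera on the list, adjusted p = 1.75e-05, 0.508 with an estimated correlation). Of 20 lysosomal genes, 12 fell, 1 rose and 7 did not pass (15 and 2 over the list alone). Man2b1, which trims mannose, was at −1.05, the glycogen-splitting Gaa at −0.99 and the protease gene Ctsl at −0.98 (camera on the list, adjusted p = 9.14e-05, 0.508 with an estimated correlation). Of 22 genes of the unfolded protein response, 11 fell, 1 rose and 10 did not pass (11 and 1 over the list alone), among them the disulfide isomerases Txndc5 (−1.11) and Pdia5 (−1.05) and the degradation gene Sel1l (−0.94) (camera on the list, adjusted p = 5.55e-04, 0.508 with an estimated correlation). The gene that rose was Hspa5, and only through 2 P clones at 4.16 and 3.96, while 3 of its 4 H clones fell, to between −0.99 and −0.85, and the other, at −0.36, did not pass.

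Of 33 genes of the cell cycle and DNA replication, 13 rose, 0 fell and 20 did not pass (17 and 0 over the list alone), led by cyclin E1 (Ccne1, 1.13 ± 0.09), the anaphase activator Cdc20 (0.78), Pole2 (0.69) and Prim1 (0.57) (camera on the list, adjusted p = 9.14e-05, 0.508 with an estimated correlation). Of 30 proteasome subunit genes, 4 rose, 0 fell and 26 did not pass (1 and 0 over the list alone), with Psmc3 at 0.78 and Psmc1 at 0.48 (camera on the list, adjusted p = 0.00511, 0.508 with an estimated correlation). Of 30 ATF4 targets and aminoacyl-tRNA synthetases, 10 rose, 4 fell and 16 did not pass (10 and 4 over the list alone). The kinase-like Trib3 was at 1.06 and the phosphatase subunit gene Ppp1r15a at 0.85 on H clones, and the list did not pass (camera on the list, adjusted p = 0.381). Of 68 ribosomal protein genes, 1 rose (Rpl32, 0.43), 1 fell (Rps24, −0.49) and 66 did not pass (0 over the list alone, camera adjusted p = 0.466).

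In cholesterol synthesis, 6 of 12 genes rose and 3 fell (6 and 3 over the list alone). Srebf2 (2.10) and Pmvk (2.01) rose on unlisted spots alone and Hmgcs1 fell on an H clone (−1.07) (camera on the list, adjusted p = 0.305, higher). With an estimated correlation the adjusted p was 0.523 (higher). The list was lower without the unlisted spots (adjusted p = 0.0107) and with H clones alone (adjusted p = 0.0184). The correlation was not estimated in either of these settings. Of 9 interferon response genes, 2 rose and 2 fell (2 and 4 over the list alone), with Stat2, a mean of an H clone and an unlisted spot, at 1.30 (−0.13 on the H clone), Gbp2 also higher, B2m at −0.61 and Irf9 at −0.44 (camera on the list, adjusted p = 0.377, and 0.0231, lower, with H clones alone).

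Of 13 liver markers 8 rose and 1 fell (10 and 1 over the list alone), with Pck1 at 2.53 and Apoa2 at 2.42 (camera on the list, adjusted p = 9.14e-05, 0.508 with an estimated correlation, 0.503 with H clones alone). Of 12 blood and immune markers 8 rose and 0 fell (8 and 0 over the list alone), with the receptor gene Tlr7 at 2.24 and the chemokine gene Ccl5 at 1.51 (camera on the list, adjusted p = 8.47e-04, 0.508 with an estimated correlation). With H clones alone, 4 genes, this list turned to lower and did not pass (adjusted p = 0.37). The pancreas and gut list had an adjusted p of 0.00125 (0.584 with an estimated correlation). Of 8 markers of neurons and glia 3 rose and 1 fell (3 and 1 over the list alone), with Snap25 at 2.63 on an unlisted spot (camera on the list, adjusted p = 0.449).

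Of 14 genes often used as references in real time PCR, 2 rose and 3 fell (2 and 3 over the list alone, camera adjusted p = 0.16). Actb, which encodes β-actin, fell on 9 of its 10 H clones, to between −0.70 and −0.42, and the other was at 0.03. Tbp was at 0.75 and Pgk1 at −0.75.

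For the 21 genes that the paper reports as changed by real time PCR, the clones that the study lists (for Wnt3a, the mean of its 2 clones) had the direction of the PCR. Further H clones of Ptprg (mean 0.129) and Mmp7 (−0.00256) did not. The paper kept the 21 genes after PCR bore out their change, so correlations over raised and lowered genes together cannot test the shared direction. Across these genes, which are not independent replicates and were chosen by the study, Spearman's correlation of the log2 ratios was 0.624 (permutation p = 0.0031) and Pearson's 0.849 (permutation p = 1e-05). Over the 16 genes that PCR found increased they were 0.153 (permutation p = 0.57) and 0.417 (permutation p = 0.11). Of those 16 genes 4 were measured by H clones and 11 by P or N clones.

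Of 367 genes with at least 2 spots past the threshold, 48 had spots in both directions. Among H clones these were 11 of 261 genes.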
